# Corticosterone induces discrete epigenetic signatures in the dorsal and ventral hippocampus that depend upon sex and genotype: focus on methylated *Nr3c1* gene

**DOI:** 10.1038/s41398-022-01864-7

**Published:** 2022-03-16

**Authors:** Salvatore G. Caradonna, Nathan R. Einhorn, Vikram Saudagar, Huzefa Khalil, Gordon H. Petty, Axel Lihagen, Claire LeFloch, Francis S. Lee, Huda Akil, Alessandro Guidotti, Bruce S. McEwen, Eleonora Gatta, Jordan Marrocco

**Keywords:** Epigenetics and behaviour, Molecular neuroscience

## Abstract

The genomic effects of circulating glucocorticoids are particularly relevant in cortico-limbic structures, which express a high concentration of steroid hormone receptors. To date, no studies have investigated genomic differences in hippocampal subregions, namely the dorsal (dHPC) and ventral (vHPC) hippocampus, in preclinical models treated with exogenous glucocorticoids. Chronic oral corticosterone (CORT) in mouse is a pharmacological approach that disrupts the activity of the hypothalamic-pituitary-adrenal axis, increases affective behavior, and induces genomic changes after stress in the HPC of wildtype (WT) mice and mice heterozygous for the gene coding for brain-derived neurotrophic factor Val66Met (hMet), a variant associated with genetic susceptibility to stress. Using RNA-sequencing, we investigated the genomic signatures of oral CORT in the dHPC and vHPC of WT and hMet male and female mice, and examined sex and genotype differences in response to oral CORT. Males under CORT showed lower glycemia and increased anxiety- and depression-like behavior compared to females that showed instead opposite affective behavior in response to CORT. Rank–rank-hypergeometric overlap (RRHO) was used to identify genes from a continuous gradient of significancy that were concordant across groups. RRHO showed that CORT-induced differentially expressed genes (DEGs) in WT mice and hMet mice converged in the dHPC of males and females, while in the vHPC, DEGs converged in males and diverged in females. The vHPC showed a higher number of DEGs compared to the dHPC and exhibited sex differences related to glucocorticoid receptor (GR)-binding genes and epigenetic modifiers. Methyl-DNA-immunoprecipitation in the vHPC revealed differential methylation of the exons 1_C_ and 1_F_ of the GR gene (*Nr3c1*) in hMet females. Together, we report behavioral and endocrinological sex differences in response to CORT, as well as epigenetic signatures that i) differ in the dHPC and vHPC,ii) are distinct in males and females, and iii) implicate differential methylation of *Nr3c1* selectively in hMet females.

## Introduction

Glucocorticoids exert their effects by binding to glucocorticoid receptors (GRs), which regulate up to ~20% of the genome via both direct (by binding to glucocorticoid responsive elements in promoter regions) and indirect mechanisms (by interacting with bound transcription factors and epigenetic modifiers) [1]. GRs play a key role in the feedback regulation of the hypothalamic-pituitary-adrenal (HPA) axis [2]. They are highly expressed in the hippocampus [3, 4] and their distribution is heterogeneous depending on the hippocampal subregion both at baseline [5] and in response to stress [6, 7]. The dorsal (dHPC) and the ventral hippocampus (vHPC) are two functionally distinct subregions that differ in their respective neuroanatomical connectivity and in the biological processes they encode [8, 9]. Regional differences in gene expression also contribute to distinguish the function of the dHPC and vHPC in response to environmental stimuli [10–13]. These two hippocampal circuits also show sex differences in neuronal proliferation [14, 15], indicating that males and females use distinct networks to modulate the function of the HPA axis. However, little is known on the whole-genome profile that underlies sex differences in the dHPC and vHPC, especially in response to glucocorticoids.

Chronic administration of oral corticosterone (CORT) in mice is a validated pharmacological model for the study of the molecular and behavioral consequences of HPA axis dysregulation [16, 17]. Oral CORT in mice induces hyperphagia, increased locomotion [16], and stress-induced grooming, rearing, and exploratory behavior in males [18, 19]. In females, oral CORT increases stress-induced immobility and decreases social interaction and hyponeophagia [20]. Others have shown that CORT induces decreased prepulse inhibition only in mice heterozygous (hMet) for the gene coding brain-derived neurotrophic factor (BDNF) Val66Met [21], a genetic variant that increases risk for stress-inducible pathologies [22, 23]. Notably, hMet mice show disruption of the HPA axis activity without any applied stressors [24] in association with genomic signatures in the CA3 pyramidal neurons of the hippocampus that differ from wild-type (WT) mice before and after acute stress. Sex differences are also observed in hMet mice, particularly regarding glucocorticoid-dependent networks [25, 26].

Using RNA-sequencing, RT-qPCR, and Methylated DNA Immunopreciptation (MeDIP) we investigated the epigenetic signatures in the dHPC and vHPC induced by chronic low doses of oral CORT as a function of sex and genotype. We report behavioral sex differences in response to CORT, as well as sex- and genotype-specific genomic effects in the dHPC and vHPC that included one cluster of glucocorticoid receptor-binding genes and one cluster of epigenetic modifiers and showed that CORT is associated with differential methylation of the GR gene (*Nr3c1*).

## Methods

### Animals

Mice heterozygous for the BDNF allele (hMet) were generated in the Francis Lee laboratory, as previously described [22]. C57/BL6 mice (WT) and BDNF hMet mice were obtained by performing in-house breeding. To control for litter-specific effects, mice were selected from multiple litters. Animals were group housed (*n* = 4–5) in standard cages (28.5 × 17 × 13 cm), which were changed weekly, and were kept on a 12-h light–dark cycle (lights off 7:00 pm) in a temperature-controlled room maintained at 21 ± 2 °C. A 2lux red light permitted animal maintenance in the dark phase. Food and water were available ad libitum. Based on previous behavioral studies, we found that a sample size of 8–12 mice per group allows us to reliably detect changes of the magnitude we are examining (*α* = 0.05). Variance was similar among the groups that are being compared. All procedures were performed in accordance with the National Guidelines on the Care and Use of Animals and a protocol approved by The Rockefeller University Animal Care and Use Committee.

### Chronic oral CORT treatment

At 2 months of age, male and female WT or hMet mice were randomly assigned to either vehicle or CORT treatment. Drinking water was replaced with either a solution containing 25 µg/ml corticosterone (Sigma, St. Louis, MO) dissolved in 100% ethanol, and then diluted in regular tap water to a final concentration of 1%, or a solution of 1% ethanol in tap water (vehicle). Both corticosterone and vehicle solutions were replaced twice a week. Body weight was measured weekly on a standard scale over the course of CORT administration. Starting at 3 weeks of treatment, mice were tested in a behavioral battery that included the light–dark box, the splash test, and the Y maze test (Fig. 1a) (see Supplementary for detailed protocols). Behavioral assessment and tissue collection were performed in the second half of the light phase to exclude data interpretation biased by an acute effect of exogenous CORT. Plasmatic levels of CORT are similar in both CORT-treated mice and vehicle-treated mice during this phase [16].

**Fig. 1:**
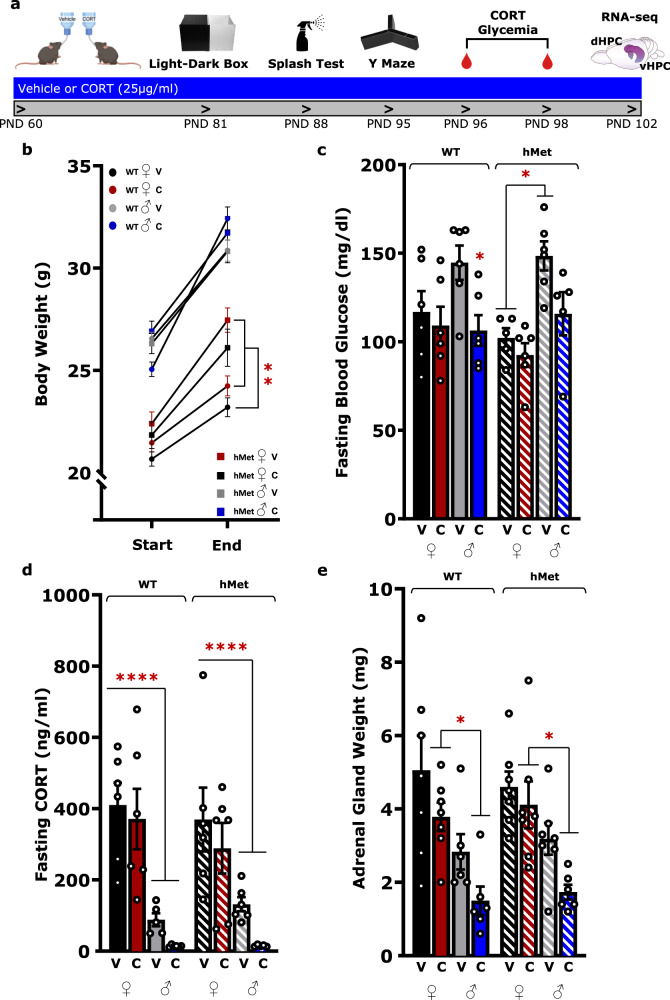
Endocrinological sex differences after chronic oral CORT. **a** Timeline for CORT treatment experiment. **b** Body weight recorded at the start and end of CORT treatment. Over the course of treatment, female hMet mice demonstrate a significant increase in body weight compared to WT under the same treatment (three-way ANOVA, treatment: *F*(1,85) = 7.457, *p* < 0.01, sex: *F*(1,85) = 9.093, *p* < 0.01, genotype: *F*(1,85) = 194.5, *p* < 0.0001, genotype × sex: *F*(1,85) = 14.96, *p* < 0.001). **c** Measures of blood glucose concentration after a 24-h fasting period. WT male mice showed a significant decrease in fasting blood glucose after CORT treatment while hMet male mice under vehicle had significantly increased fasting blood glucose levels compared to vehicle-treated hMet females (three-way ANOVA, treatment: *F*(1,38) = 10.81, *p* < 0.01, treatment: *F*(1,38) = 12.37, *p* < 0.01). **d** Measures of plasmatic CORT levels after a 24-h fasting period. Females showed an increased concentration of CORT compared to males across genotypes (three-way ANOVA, sex: *F*(1,38) = 51.85, *p* < 0.0001). **e** Adrenal gland weight at the day of sacrifice. After CORT treatment females had a significantly higher adrenal gland mass than males, regardless of genotype (three-way ANOVA, treatment: *F*(1,45) = 8.365, *p* < 0.01, sex: *F*(1,45) = 28.86, *p* < 0.0001). Columns represent the mean ± SEM of 5–12 determinations per group. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. WT wildtype, hMet heterozygous for brain-derived neurotropic factor Val66Met, V vehicle, C/CORT corticosterone, ♀ female, ♂ male.

### Blood glucose

Glucose levels were measured from blood samples after 5-weeks of CORT treatment during the dark phase, after a 24-h fasting period, and on the day of sacrifice (*n* = 5–6 mice/group). Collection occurred at 2:00 a.m. for dark phase testing, 8 days prior to sacrifice, using submandibular bleeding. Food was removed from the cage for 24 h prior to fasting blood collection, 4 days prior to sacrifice, using submandibular bleeding. For this method, we followed the IACUC guidelines for blood collection, namely, of the circulating blood volume, 10% of the total volume was safely removed every 2–4 weeks. On the day of sacrifice mice were rapidly decapitated and trunk blood was immediately collected. At both time points, one drop of blood was used to measure blood glucose with OneTouch UltraMini Blood Glucose Monitor (LifeScan, Zug, Switzerland). The remaining blood was collected for isolating plasma.

### Plasma CORT

Corticosterone levels were measured from plasma collected after 5 weeks of CORT treatment during the dark phase, after a 24-h fasting period, and on the day of sacrifice (*n* = 5–6 mice/group) using a Corticosterone Double Antibody RIA kit (MP Biomedicals Inc., Santa Ana, CA, USA). Briefly, blood was collected in K3 EDTA (K3E) 12 mg Blood Collection Tubes (BD Vacutainer, Franklin Lakes, NJ, USA). Samples were then centrifuged at 1000 × *g* for 10 min to collect plasma, which was rapidly frozen at −80 °C. Five microliter of plasma [diluted 1:200 in phosphosaline gelatin buffer (pH 7.0 ± 0.1)] and 100 μL of standard calibrators were incubated for 2 h with radioactive corticosterone I125 (7 μCi per vial) and then centrifuged at 1000 × *g* for 15 min. Radioactivity in the resulting precipitant was measured using a Hidex Automatic Gamma Counter (Turku, Finland). Corticosterone concentration was calculated using the count per minute (CPM) as a function of the logarithmic equation generated from the calibrators.

### Tissue collection and RNA-seq

After 6 weeks of treatment, mice were cervical dislocated, and brains were dissected for tissue collection. The dorsal (dHPC) and ventral hippocampi (vHPC) were isolated, immediately flash frozen, and stored at −80 °C. Four biological replicates were used per experimental group, comprising of RNA pooled from two animals each (see Supplementary for details). Quality control was performed on the reads obtained from the core and reads with a score of <15 were discarded [27, 28]. The reads were then aligned to the GRCm38 genome using the STAR aligner [29] with Ensemble annotation [30] and quantified to the gene-level using featureCounts [31]. These counts were analyzed using the R/Bioconductor framework [32] (www.R-project.org). Differentially expressed gene (DEG) analysis was conducted using the limma-voom package [33]. Overlaps between the differential expression of two independent RNA-seq comparisons were visualized and measured with “stratified” rank–rank hypergeometric overlap (RRHO) analysis [34] (see Supplementary for details). RNA-seq data have been deposited to GEO (GSE194059). DEGs are included in Supplementary Data 1. All other data are available upon request.

### Reverse transcriptase-quantitative polymerase chain reaction (RT-qPCR)

Total mRNA (*n* = 5–7 mice/group) was extracted from the vHPC using Qiagen Lipid Tissue Mini Kit (Qiagen, Germantown, MD, USA) and then reverse transcribed using mixed random primers and MuLV reverse transcriptase (Invitrogen). Quantitative real-time PCR was performed using SYBR Green master mix and a CFX Connect qPCR system (Bio-Rad) using primers specifically designed for Nr3c1 exons (Supplementary Table 1). *Gapdh* was used as a reference gene. Data are represented as 2^−ΔCt^.

### Methyl-DNA-immunoprecipitation assay

DNA from the vHPC (*n* = 5–7 mice/group) was extracted using Qiagen Lipid Tissue Mini Kit (Qiagen, Germantown, MD, USA) according to manufacturer’s instructions. DNA methylation levels were assessed by methyl-DNA-immunoprecipitation (meDIP) using the MagMeDIP kit (Diagenode, Denville, NJ) as previously described [35]. Primers were designed in the *Nr3c1* exons (Supplementary Table 1). MeDIP assay efficiency was assessed by RT-qPCR using internal positive and negative DNA controls (methylated/hydroxymethylated and unmethylated DNA) as well as control primers for testis specific H2B histone gene (which is methylated in all somatic cells but not in testis), and *Gapdh* promoter (which is poorly methylated), following manufacturer’s instructions. Data are represented as 2^−ΔCt^.

### Sequencing analysis and statistics

Behavioral, endocrine, mRNA levels, and DNA methylation (see Supplementary for details) data were analyzed using GraphPad Prism (GraphPad Software, Inc., USA) to perform a three-way ANOVA followed by Neumann–Keuls, post-hoc analysis. The *z*-score was calculated using the following formula: *z* = [(*x*−*x̅*_CONT_)/*σ*_CONT_]*(±1)], where *x* = behavioral variable and *σ* = standard deviation. Microsoft Excel (Microsoft, USA) was used to obtain gene expression profiles by sorting genes based on fold change.

## Results

### Endocrinological parameters in males and females after chronic oral CORT

Previous reports show that low dose oral CORT in males do not significantly change body weight but induce atrophy of the adrenal glands and increase levels of leptin, insulin, and plasmatic CORT at night [16]. We found that oral CORT did not affect body weight in either sex or genotype, however hMet females showed lower body weight than WT females regardless of treatment (*p* < 0.01) (Fig. 1b). Glycemia, measured after a 24-h fasting, was reduced in WT males under CORT (*p* < 0.05) but not in females, and no sex differences were observed at baseline. Yet, hMet females showed lower glycemia than hMet males with no effect of treatment (*p* < 0.05) (Fig. 1c). Levels of plasma CORT were also measured after 24-h fasting and showed that females displayed higher plasma CORT than males regardless of genotype, with no major changes after treatment (*p* < 0.001) (Fig. 1d). Glycemia and plasma CORT were also measured during the dark phase and at the end of the treatment, with no significant effect found at either timepoint (Supplementary Fig. 1a, b, e). Yet, during the dark phase, hMet male mice under CORT showed higher CORT than vehicle-treated hMet males (*p* < 0.001), an effect that was not observed in females of either genotype (Supplementary Fig. 1d). At the end of treatment, adrenal gland, uteri, and testes were dissected and weighed. Oral CORT increased the difference in adrenal gland weight between sexes, with females showing higher adrenal gland weight than males (*p* < 0.05) (Fig. 1e). However, no effect was observed after CORT on uterine and testes weight (Supplementary Fig. 1c, f). Therefore, while oral CORT did not affect body weight, it induced sex- and genotype-dependent effects on endocrinological parameters.

### Males and females exhibit opposite affective behavior after chronic oral CORT

To validate the behavioral phenotype in males and compare it with females, mice were assessed for anxiety- and depression-like behavior using the light-dark box test and the splash test. CORT increased the latency to enter the light box in WT males compared to vehicle-treated WT males (*p* < 0.05) but not in females of either genotype (Fig. 2b). No differences in latency to the dark box or percent time in light were found between groups (Fig. 2a, c). In the splash test, while no differences were found in grooming time across groups (Fig. 2e), only hMet males under CORT showed increased grooming latency (*p* < 0.01) and a decreased number of grooming sessions (*p* < 0.05) compared to vehicle-treated hMet males, and we found no differences in females of either genotype (Fig. 2d, f). However, when a *z*-normalization was applied across complementary variables of behavioral measurements [36], hMet females under CORT attained a negative behavioral score compared to hMet females under vehicle (*p* < 0.0001), indicating not only that CORT did not induce increased anxiety- or depression-like behavior in hMet females, but also that it had an opposite behavioral effect than in males (Fig. 2g). Thus, oral CORT was able to increase affective behavior in males (*p* < 0.05), but not in females, with hMet females displaying a behavioral phenotype that differed from all other groups. Cognitive performance was measured using the Y maze test. No differences in the discrimination ratio (preference for the novel arm), were found as function of sex, treatment, or genotype (Supplementary Fig. 2a–c).

**Fig. 2:**
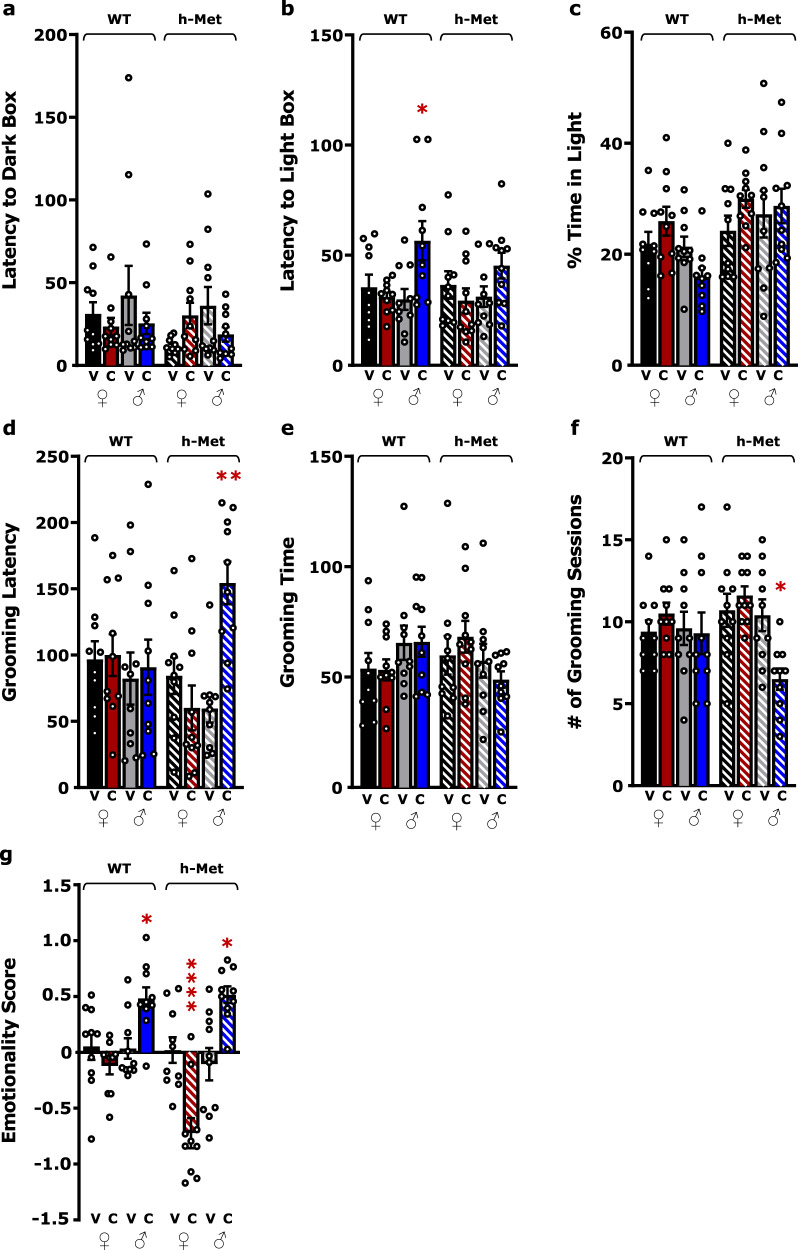
Measurements of affective behavior after CORT treatment show unique phenotypes in males and females. **a**–**c** Light–dark box test reveals increased anxiety-like behavior in male mice treated with CORT (three-way ANOVA, Latency to Light: treatment × genotype, *F*(1,72) = 10.31, *p* < 0.01; % Time in Light: sex *F*(1,72) = 10.31, *p* < 0.01). **d**–**f** Splash test reveals increased anxiety-like behavior in hMet mice treated with CORT (three-way ANOVA, grooming latency: genotype × sex: *F*(1,72) = 4.116, *p* < 0.05, treatment × genotype: *F*(1,72) = 7.351, *p* < 0.01, treatment × genotype × sex: *F*(1,72) = 6.163, *p* < 0.05; grooming time: genotype × sex: *F*(1,72) = 5.66, *p* < 0.05; # of grooming sessions: genotype: *F*(1,72) = 6.527, *p* < 0.05, treatment × genotype: *F*(1,72) = 6.125, *p* < 0.05). **g** Complementary variables of behavior across sex and genotype were compiled to calculate a *z*-score, which show that CORT-treated male mice displayed higher emotionality scores compared to vehicle-treated males, regardless of genotype, whereas CORT-treated hMet females displayed lower emotionality scores compared to vehicle-treated hMet females (three-way ANOVA, genotype: *F*(1,68) = 6.748, *p* < 0.05, sex: *F*(1,68) = 27.20, *p* < 0.0001, treatment × sex: *F*(1,68) = 36.72, *p* < 0.0001, treatment × sex: *F*(1,68) = 4.431, *p* < 0.05). Columns represent the mean ± SEM of 10 determinations per group. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. PND post-natal day, WT wildtype, hMet heterozygous for brain-derived neurotropic factor Val66Met, V vehicle, C/CORT corticosterone, ♀ female, ♂ male.

### CORT induces a higher number of DEGs in the vHPC than the dHPC

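Hippocampal RNA came from WT and hMet mice of both sexes given vehicle or CORT (25 µg/ml) in the drinking water for 6 weeks. Each library pooled RNA from 2 animals of one group, and the sample labels list 4 libraries in each of 16 groups, 64 in all, 32 per region. The values analysed here were the authors' deposited tables of 8 comparisons of CORT with vehicle, one for each sex, genotype and region, fitted by the authors with limma-voom. For each gene a table gives the mean expression in log2 CPM, the log2 fold change, its standard error, the moderated t, the p and the adjusted p. The deposited standard error is the one before limma's moderation, called unmoderated here, and is not the error behind the moderated t. Standard errors printed with the authors' deposited fold changes are unmoderated unless called moderated, and those of differences between groups are moderated. The dHPC tables hold 18283 genes and the vHPC tables 21088, of which 18257 are in both. Positive fold changes were read as higher with CORT, since the tables do not name the direction, and the comparison each table belongs to is known from its name alone. Recomputed from the authors' t and degrees of freedom, the p of each gene matched the authors' deposited p to a relative deviation of at most 1.63e-06. On these tables 8 pairs of comparisons were set against each other by Spearman correlation across genes and by stratified RRHO. Differences between the responses of 2 groups were tested gene by gene from the 2 fold changes and their moderated standard errors. For 38 gene lists written down before the deposited tables were examined, limma's cameraPR tested whether the members moved together, with a preset correlation of 0.01 between genes. The first genes of the paper's supplementary table for WT females and WT males in the dHPC had been seen when the lists were written, among them Tmem119 of the microglia list, Shox2 of the thalamic list and the endothelial genes Podxl, Sox17 and Acvrl1, so that the tests of microglia, thalamic and endothelial markers in these comparisons are not independent of them. An estimated correlation needs values per library, which were not analysed here, so no spread between libraries is given and the calls that a preset correlation of 0.05 ended are named beside the lists. The p of every list test therefore rests on the preset correlation and does not measure the spread between animals.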

We then investigated the genomic effects of CORT in the dHPC and vHPC, moving from recent evidence demonstrating that behavioral susceptibility in males correlates with genes implicated in stress coping [37]. DEGs (*p* < 0.05, FC > 1.3) in the dHPC and vHPC were identified using RNA-seq, and compared based on treatment, sex, and genotype (Supplementary Data 1). 

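In the dHPC of WT males the genes with the smallest p were higher with CORT. Fam107a (ENSMUSG00000021750, chromosome 14 of GRCm38 from 8296274 to 8318023) had a log2 fold change of 0.91 (standard error 0.18, adjusted p = 0.122) in the authors' deposited table. Etnppl (ENSMUSG00000019232, chromosome 3 from 130617448 to 130637521) had 1.85 (standard error 0.37, adjusted p = 0.122) in the authors' deposited table, and Prodh had 0.54. In hMet males Tfrc rose (log2 fold change 0.40, standard error 0.07, adjusted p = 0.0497) in the authors' deposited table. In WT females the endothelial genes Podxl (-0.55) and Acvrl1 (-0.61) were among the genes lower with CORT in the authors' deposited table, at adjusted p of 0.733 and 0.745. At p under 0.05 and FC over 1.3, the authors' deposited tables hold 385 DEGs in WT males (156 higher, 229 lower), 570 in WT females (110 higher, 460 lower), 535 in hMet males (204 higher, 331 lower) and 191 in hMet females (101 higher, 90 lower). At p under 0.01 and FC over 1.3 the authors' deposited tables hold 119, 151, 178 and 36. At an adjusted p under 0.05 and FC over 1.3, limma's moderated test left 3 genes in hMet males and 0 in each of the other groups in the authors' deposited tables. WT and hMet males shared 82 DEGs, 78 of them in the same direction, against 11.3 expected of independent lists. WT females and hMet males shared 51 (36 in the same direction, 16.7 expected) and WT and hMet females 20 (14 in the same direction, 5.95 expected). WT females and WT males shared 28, of which 14 moved in the same direction, and 12.0 were expected. Without the fold filter this pair had 56 genes at p under 0.05 in both, and 53.9 were expected. An excess over independent lists with the fold filter thus does not by itself show a shared response. On simulated data with the dHPC errors of WT males, 32 of 67 genes with a log2 fold change of 0.5, 54 of 67 with 1 and 61 of 66 with 2 passed the adjusted threshold.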

CORT induced similar levels of DEGs in the dHPC of WT males (119) and females (151), whereas hMet males exhibited a higher number of DEGs (178) than hMet females (36) (Fig. 3a). In the vHPC, CORT induced similar levels of DEGs in WT (54) and hMet females (80), albeit lower than both WT (184) and hMet males (493) (Fig. 3b). 

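Etnppl and Fam107a were higher with CORT in males of both genotypes. For Etnppl, the authors' deposited tables give log2 fold changes of 1.92 (standard error 0.26, adjusted p = 0.00198) in WT males and 1.57 (standard error 0.24, adjusted p = 0.00495) in hMet males. For Fam107a they give 0.84 (standard error 0.15, adjusted p = 0.0358) and 0.77 (standard error 0.14, adjusted p = 0.00948) in the authors' deposited tables. In hMet males Dbp (log2 fold change -0.73, standard error 0.12, adjusted p = 0.00495), Aqp4 (-0.80, standard error 0.14, adjusted p = 0.00955) and Fabp7 (-1.06, standard error 0.19, adjusted p = 0.00982) fell in the authors' deposited table. In hMet females Pafah2 had the smallest p among DEGs with an average of at least 1 log2 CPM, with a log2 fold change of 0.49 and an adjusted p of 0.849 in the authors' deposited table. At p under 0.05 and FC over 1.3, the authors' deposited tables hold 266 DEGs in WT females (84 higher, 182 lower), 428 in hMet females (334 higher, 94 lower), 568 in WT males (221 higher, 347 lower) and 1047 in hMet males (241 higher, 806 lower). At p under 0.01 and FC over 1.3 they hold 54, 80, 184 and 493 in the authors' deposited tables. At an adjusted p under 0.05 and FC over 1.3, limma's moderated test left 84 genes in hMet males, 2 in WT males and 0 in either group of females in the authors' deposited tables. Both genotypes of males had 176 DEGs in common, 170 of them in the same direction, against 28.2 expected of independent lists. Females of both genotypes had 19 in common (12 in the same direction, 5.40 expected). As in the dHPC, an excess over independent lists does not by itself show a shared response.

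**Figure D1:**
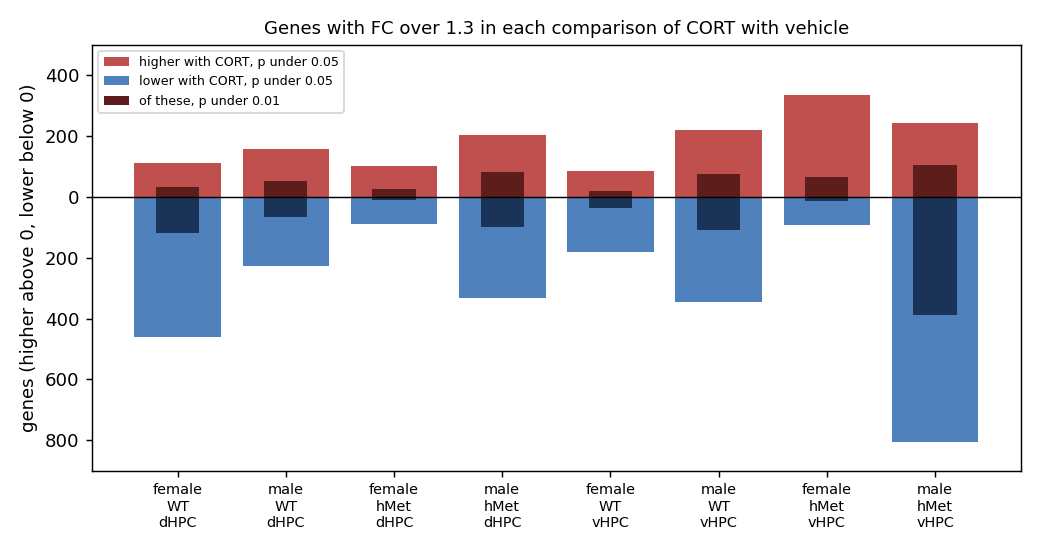
Number of genes with FC over 1.3 in the authors' deposited table of each comparison of CORT with vehicle, higher with CORT above 0 and lower below 0. Wide bars hold genes at p under 0.05 and narrow bars those of them at p under 0.01, and hMet males in the vHPC have the most genes lower with CORT, 806.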

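Summed over the 4 comparisons of a region, the authors' deposited tables hold 1681 DEGs in the dHPC and 2309 in the vHPC at p under 0.05 and FC over 1.3. These are 1490 distinct genes in the dHPC, of which 1311 are in a single comparison, and 2000 in the vHPC, of which 1709 are in a single comparison. Spread over the genes of both regions, median absolute log2 fold changes were 0.09 to 0.10 in the dHPC and 0.05 to 0.10 in the vHPC, estimation error included. Standard errors were smaller in the vHPC: the median ratio of the error in the dHPC to that in the vHPC was 1.55 in WT females, 1.52 in hMet females, 1.39 in WT males and 1.54 in hMet males. Genes at p under 0.05 made up 20.0% of the shared genes in hMet males in the vHPC, where unchanged genes give 5%, and 3.01% to 7.40% in the other vHPC comparisons. The vHPC tables hold 2831 genes that the dHPC tables lack, with a median average expression of -2.14 log2 CPM, and 644 DEGs are among them. Over the genes of both regions the sums were 1672 in the dHPC and 1665 in the vHPC at p under 0.05 and FC over 1.3. Only WT females had fewer in the vHPC, with 564 in the dHPC and 145 in the vHPC. The vHPC had more in hMet females (191 in the dHPC and 284 in the vHPC), WT males (383 and 392) and hMet males (534 and 844). At p under 0.01 and FC over 1.3 the sums were 483 and 684 over those genes, with 178 and 454 of them from hMet males. Restricted to an average expression of at least 1 log2 CPM, the sums at p under 0.05 and FC over 1.3 were 816 in the dHPC and 738 in the vHPC. WT females made up 289 and 20 of these sums, and each other group had more in the vHPC. With that filter at p under 0.01 and FC over 1.3, a setting chosen after these sums were seen, they were 300 and 417. Over the genes of both regions at p under 0.05 without the fold filter, they were 3757 and 6607. No test of the difference between regions can be made from sums of counts.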

Notably, CORT induced a greater amount of DEGs in the vHPC (811) than in the dHPC (484).

**Fig. 3:**
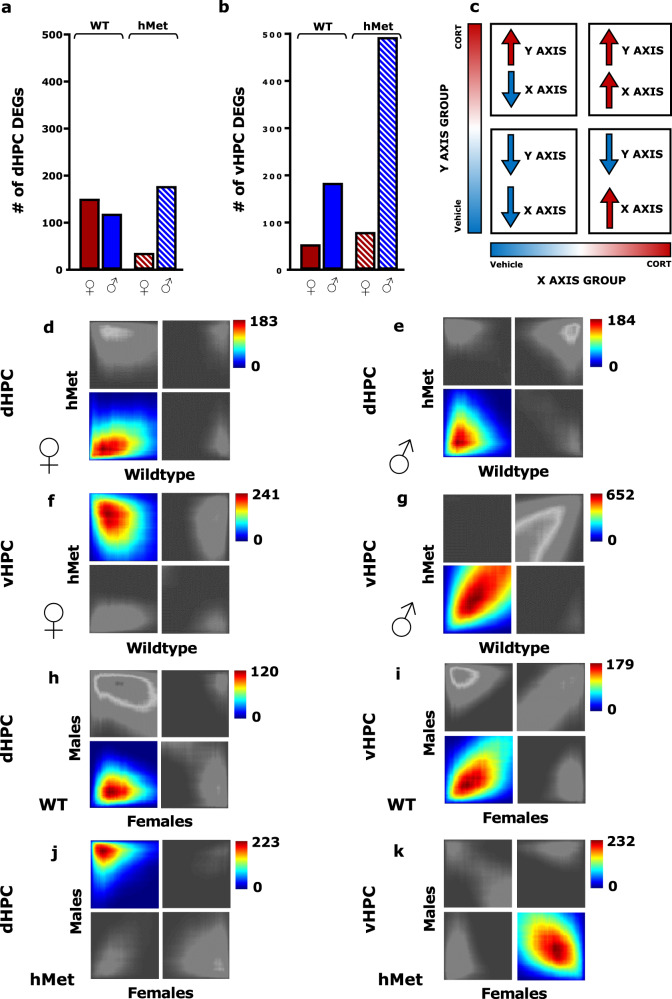
Genomic signatures in response to CORT along the dorsoventral axis of the HPC differ in males and females. The number of DEGs induced by CORT treatment within the **a** dorsal hippocampus and **b** ventral hippocampus. **c** Threshold free rank-rank hypergeometric overlap comparisons of DEGs. The lower left quadrant designates co-downregulated genes by CORT, upper right quadrant designates co-upregulated genes by CORT, and the upper left and lower right quadrants include oppositely regulated genes. Genes along each axis are listed from greatest to least significantly regulated from the outer to middle corners. Pixels represent the overlap between the transcriptome of each comparison as noted, with the significance of overlap [−log10(*p*-value) of a hypergeometric test] color coded. The quadrants insignificant to the analysis are shaded in gray. Comparison of WT and hMet DEGs in the dHPC in **d** females (max-log10(*p*-value) = 183) and **e** males (max-log10(*p*-value) = 184). Comparison of WT and hMet DEGs in the vHPC in **f** females (max-log10(*p*-value) = 241) and **g** males (max-log10(*p*-value) = 652). Comparison of WT female and WT male DEGs in the **h** dHPC (max-log10(*p*-value) = 120) and **i** vHPC (max-log10(*p*-value) = 179). Comparison of hMet female and hMet male DEGs in the **j** dHPC (max-log10(*p*-value) = 223) and **k** vHPC (max-log10(*p*-value) = 232). CORT corticosterone, WT wildtype, hMet heterozygous for brain-derived neurotropic factor Val66Met, ♀ female, ♂ male, DEG differentially expressed gene, dHPC dorsal hippocampus, vHPC ventral hippocampus.

Stratified RRHO test [34], a threshold-free approach that ranks genes by their *p*-value and effect size direction, was used to identify genes differentially regulated by CORT from a continuous gradient of significancy that were concordant across treatment, sex, and genotype in each brain region (Fig. 3c). Significant overlaps were identified using the point of highest −log10(*p*-value) from each quadrant as described in Plaiser et al. [38] (see Supplementary for details). 

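In RRHO the genes of each of 2 comparisons are ranked, and for growing numbers of top genes the overlap is set against chance with a hypergeometric test. Genes are not independent replicates, so the p of this test describes the overlap and is not evidence across animals. Ranked by signed -log10 p, with steps of the square root of the number of genes, the largest overlap lay among genes moving in the same direction in 3 of the 8 pairs and among genes moving in opposite directions in 5. Ranked by log2 fold change, it lay in the same direction in 5 and in opposite directions in 3. The absolute log2 fold changes of 2 comparisons were correlated across genes (Spearman 0.296 to 0.471, and 0.158 to 0.402 among genes averaging at least 1 log2 CPM), so that genes with large fold changes of either sign coincided. The absolute signed -log10 p were not (-0.0463 to 0.0134) except in males in the vHPC (0.196).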

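Fam107a, Etnppl, Prodh and Cyp4f15 were among the genes higher, and Lag3, Fcrls and Gpr34 among those lower, with CORT in males of both genotypes in the dHPC. Lag3 had log2 fold changes of -1.31 (standard error 0.32) in WT males and -0.94 (standard error 0.31) in hMet males in the authors' deposited tables, at adjusted p of 0.392 and 0.528. Of 166 genes at p under 0.05 in both genotypes of males, 157 (94.6%) moved in the same direction, where 52.7 such genes were expected of independent comparisons. In females 51 genes were at p under 0.05 in both genotypes, 38.3 were expected, and 26 (51.0%) moved in the same direction. Across all 18283 genes, which are not independent replicates, the Spearman correlation of the moderated t was 0.0363 in males and 0.0150 in females. With genes ranked by signed -log10 p, the largest overlap (-log10 p) in males was 42.9 among genes higher in both genotypes and 40.4 among genes lower in both. Females had 4.01 and 4.00 in those quadrants and 4.42 among genes lower in WT and higher in hMet. With genes ranked by log2 fold change, genes lower in both genotypes gave the largest overlap, 180 in males and 184 in females. In that ranking the opposite directions reached 97.0 in females and 61.4 in males.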

Genes from WT and hMet mice converged in the dHPC in both sexes (Fig. 3d, e). In the vHPC, genes were discordant between WT females and hMet females (Fig. 3f). However, males showed concordance in the vHPC between genes in both WT and hMet mice (Fig. 3g). 

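Among 45 genes at p under 0.05 in both genotypes of females in the vHPC, 21 (46.7%) moved in the same direction, and 37.9 such genes were expected of independent comparisons. Lrwd1 fell in WT females (log2 fold change -0.19, unmoderated standard error 0.06) in the authors' deposited table, with an adjusted p of 1, and the response of hMet females lay 0.35 (moderated standard error 0.0915, adjusted p = 0.920) above it. The Spearman correlation of the moderated t across 21088 genes was -0.0664. With the signed -log10 p as the rank, the largest overlap was 21.7 among genes lower in WT and higher in hMet and 19.6 among those higher in WT and lower in hMet, against 0.571 and 2.58 for genes moving in the same direction. With the log2 fold change as the rank, genes lower in WT and higher in hMet reached 242, those higher in both 97.4 and those lower in both 92.4.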

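In males of the vHPC, Aqp4, Apln, Dbp, Car2 and Fabp7 were lower and Etnppl, Fam107a and Sult1a1 higher with CORT in both genotypes. Apln had a log2 fold change of -0.78 (standard error 0.15) in WT males at an adjusted p of 0.0524 in the authors' deposited table. Of 684 genes at p under 0.05 in both genotypes, 672 (98.2%) moved in the same direction, 312 higher and 360 lower, and 280 genes at p under 0.05 in both were expected of independent comparisons. The Spearman correlation of the moderated t was 0.473 across 21088 genes, the highest of the 8 pairs. Ranked by signed -log10 p, genes higher in both genotypes gave an overlap of 524 and genes lower in both 486. Ranked by log2 fold change, genes lower in both gave 651 and genes higher in both 490.

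**Figure D2:**
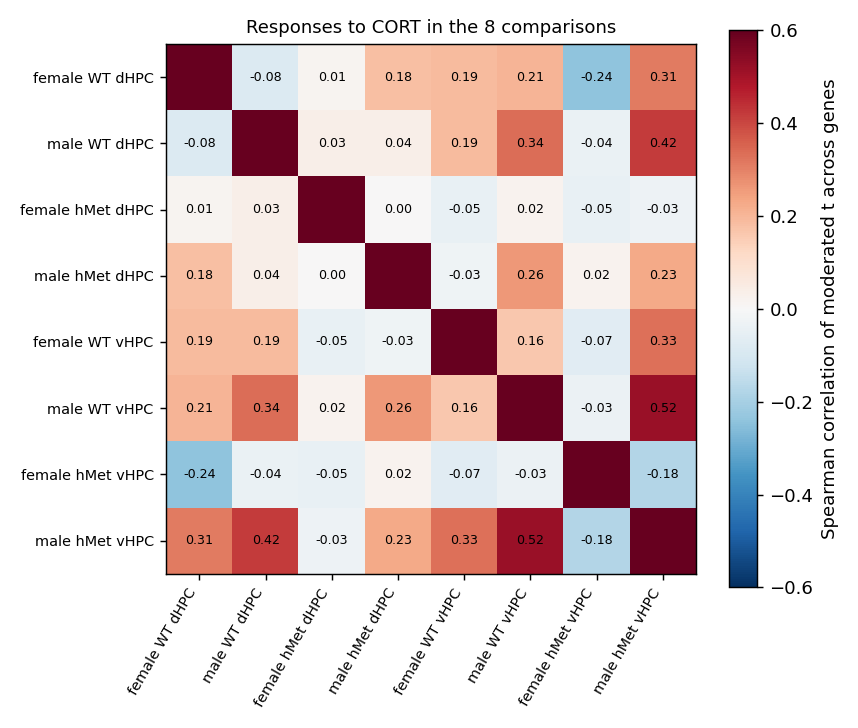
Spearman correlation across genes of the moderated t from the authors' deposited tables, over the 18257 genes of both regions, for each pair of the 8 comparisons of CORT with vehicle. Colours run from -0.6 to 0.6, and the pair of males in the vHPC has the highest value, 0.52.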

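Whether the response to CORT differed between genotypes was tested gene by gene. Ranked by p among genes averaging at least 1 log2 CPM, predicted genes left out, Cspg4, Pigw and Heyl came first in females in the dHPC. Hnrnpm, Lrwd1 and Rbm28 did so in females in the vHPC. Hnrnpm responded 0.20 (standard error 0.0470) higher in hMet than in WT females on the log2 scale, at an adjusted p of 0.920 over 21088 genes. At an adjusted p under 0.05, from limma's moderated standard errors, 0 genes differed between genotypes in any of the 4 groups of sex and region. Unadjusted, 885 genes in females and 615 in males in the dHPC had p under 0.05, which is 4.84% and 3.36% of the genes. For the vHPC these were 1027 (4.87%) in females and 692 (3.28%) in males. On a simulated pair of WT dHPC comparisons, 22 of 67 genes with a difference of 0.5, 44 of 67 with 1 and 57 of 66 with 2 passed the adjusted threshold. Of 38 gene lists, 5 differed between genotypes in females and 19 in males in the dHPC, and 4 and 14 remained below 0.05 with a preset correlation of 0.05. In females in the vHPC 3 lists differed, and choroid plexus markers (higher in hMet, adjusted p = 9.16e-05 from limma's cameraPR) and cholesterol synthesis (lower in hMet, adjusted p = 0.00186) remained, whereas GABA receptors did not. In males in the vHPC 6 lists differed and 3 remained: cholesterol synthesis, oligodendrocyte and ependymal markers. These tests of lists between groups were chosen after the tests within comparisons had been seen. Their p rest on a preset correlation between genes and do not measure the spread between animals.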

The patterns of overlap indicated that gene expression differences between WT and hMet mice were more prominent in the vHPC of female mice compared to males. An additional set of RRHOs was generated to compare the gene set of males and females in the dHPC and vHPC. 

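In the vHPC 61 genes were at p under 0.05 in WT mice of both sexes, 48.5 were expected of independent comparisons, and 48 (78.7%) moved in the same direction. Among these, Mapk12 fell in WT females (log2 fold change -0.42, standard error 0.15, adjusted p = 1) in the authors' deposited table and in WT males. In the dHPC there were 56 such genes, 53.9 were expected, and 17 (30.4%) moved in the same direction, among them Alpl, Mmrn2 and Fabp7. The Spearman correlation of the moderated t between the sexes was 0.135 in the vHPC and -0.0825 in the dHPC, across genes that are not independent replicates. Ranked by signed -log10 p, the largest vHPC overlap was 64.4 among genes higher in both sexes and 56.3 among genes lower in both, against 0.377 and 0.620 for opposite directions. For the dHPC the same direction gave 0.420 and 0.769 and the opposite directions 17.1 and 18.2. Ranked by log2 fold change, genes lower in both sexes gave 178 in the vHPC and 118 in the dHPC, where genes lower in females and higher in males gave 115. With that ranking restricted to an average expression of at least 1 log2 CPM, a setting chosen after these overlaps were seen, the dHPC had its largest overlap, 72.7, among genes lower in females and higher in males.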

Gene expression in WT mice converged across sexes in both the dHPC and vHPC (Fig. 3h, i). However, gene expression in hMet mice diverged across sexes in both the dHPC and vHPC (Fig. 3j, k). This indicates that the hMet variant drives sex differences in gene expression after CORT in both regions of the hippocampus.

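In hMet mice the vHPC held 181 genes at p under 0.05 in both sexes, of which 67 (37.0%) moved in the same direction and 62 were higher in females and lower in males, and 219 were expected of independent comparisons. Myh6 was one of these, with a log2 fold change of 0.41 (standard error 0.20) in hMet females and -0.49 (standard error 0.19) in hMet males in the authors' deposited tables. In the dHPC 30 genes were at p under 0.05 in both sexes, 37.5 were expected, and 18 (60.0%) moved in the same direction. The Spearman correlation of the moderated t across genes was -0.166 in the vHPC and 0.000401 in the dHPC. Ranked by signed -log10 p, the largest overlap in the vHPC was 112 among genes lower in females and higher in males and 79.8 for the reverse, against 0.145 and 3.33 in the same direction. The dHPC had 7.68 among genes higher in females and lower in males and 3.13 among genes higher in both. Ranked by log2 fold change, opposite directions gave the largest overlap in both regions, 232 in the vHPC and 231 in the dHPC.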

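Etnppl responded 1.96 (standard error 0.363) higher in WT males than in WT females in the vHPC on the log2 scale, at an adjusted p of 0.336, and 1.29 (standard error 0.344) higher in hMet males than in hMet females, at an adjusted p of 0.188. Among genes averaging at least 1 log2 CPM, predicted genes left out, Spink8 and Tfrc had the smallest adjusted p of any difference between sexes, 0.115, in hMet mice in the vHPC. From the moderated standard errors of limma, 0 genes differed between the sexes at an adjusted p under 0.05 in any group, and at p under 0.05 there were 1186 in WT and 955 in hMet mice in the dHPC and 913 in WT and 3285 (15.6%) in hMet mice in the vHPC. Microglia markers fell in males and differed between the sexes in both genotypes and regions. Among the 20 markers, the authors' deposited tables hold 16 at p under 0.05 and lower in WT males in the dHPC, 9 in hMet males in the dHPC, 8 in WT males in the vHPC and 19 in hMet males in the vHPC. Adjusted over the list alone, limma's moderated test left 16, 0, 7 and 19 of them. Their median log2 fold changes were -0.33, -0.23, -0.28 and -0.54. The other marker lists that passed in the same comparisons with both preset correlations are given here with their median log2 fold changes: in WT males in the dHPC red blood cell markers rose (0.65), in hMet males in the dHPC mural cell (-0.37) and meningeal fibroblast (-0.60) markers fell, in WT males in the vHPC oligodendrocyte precursor (-0.18), endothelial (-0.15) and mural cell (-0.21) markers fell and granule cell (0.17) and red blood cell (0.87) markers rose, and in hMet males in the vHPC oligodendrocyte (-0.48), oligodendrocyte precursor (-0.30) and striatal and amygdalar (-0.48) markers fell and granule cell (0.39) and CA1 (0.28) markers rose. For the microglia markers the difference between sexes had adjusted p = 4.57e-16 in WT and 9.21e-04 in hMet mice in the dHPC and 4.61e-06 and 9.53e-08 in the vHPC, from limma's cameraPR. Responses of other marker lists differed too. In WT mice in the dHPC thalamic (9.86e-07), endothelial (1.18e-04), mural cell (0.0104) and astrocyte (0.00474) markers were higher in males. In hMet mice in the dHPC mural cell (2.30e-05) and endothelial (8.87e-04) markers were lower in males and ependymal markers (0.00746) higher. In hMet mice in the vHPC oligodendrocyte precursor (1.74e-05) and choroid plexus (0.00387) markers were lower in males and CA1 markers (0.00387) higher. Cholesterol synthesis genes rose in hMet males in both regions, with 5 of 21 in the dHPC and 10 of 21 in the vHPC higher at p under 0.05 and 4 and 10 adjusted over the list alone, whereas 5 were lower at p under 0.05 in WT males in the dHPC and 6 in hMet females in the vHPC, 0 and 0 adjusted over the list alone. Between hMet males and females they differed with adjusted p = 9.21e-04 in the dHPC and 1.09e-08 in the vHPC. Each of these differences remained below 0.05 with a preset correlation of 0.05, the tests of lists between groups having been chosen after those within comparisons. Their p rest on a correlation set in advance, and no spread between animals enters them.

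**Figure D3:**
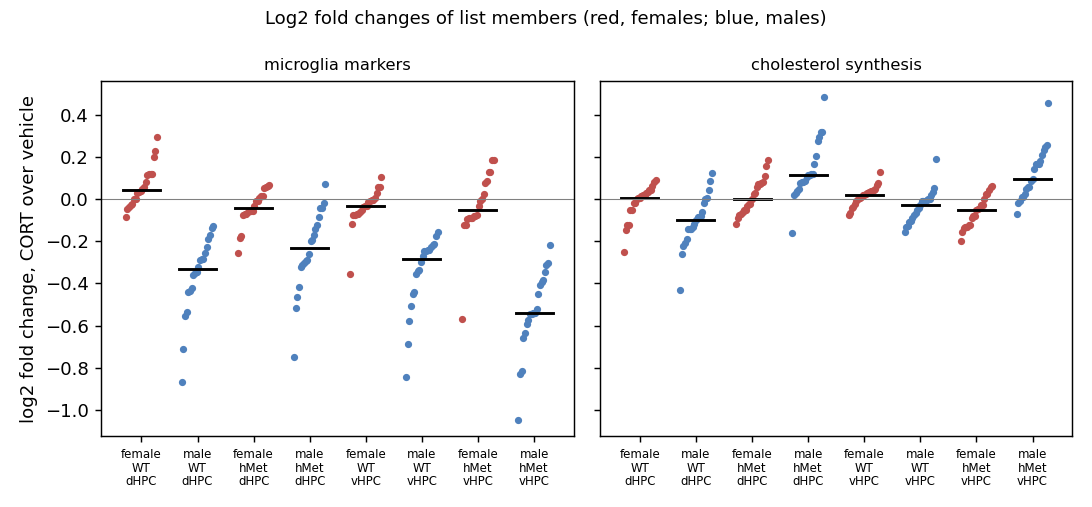
Log2 fold changes of CORT over vehicle in the authors' deposited tables for microglia markers and cholesterol synthesis genes in the 8 comparisons, each point a gene and each bar the median. Microglia markers of males have medians of -0.23 to -0.54.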

Together, we found that CORT affects gene expression change predominantly in the vHPC, and that sex differences are more marked in the vHPC than in the dHPC, especially in hMet mice.

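Fkbp5 was higher with CORT in males of both regions. For Fkbp5 (ENSMUSG00000024222, chromosome 17 from 28399094 to 28517527) the log2 fold changes in the authors' deposited tables were 0.46 (standard error 0.14) in WT and 0.49 (standard error 0.13) in hMet males in the vHPC, at adjusted p of 0.380 and 0.0506. It differed between hMet males and females in the vHPC by 0.53 (standard error 0.169) on the log2 scale, at an adjusted p of 0.201. Of the 38 gene lists, 11 differed between sexes in WT and 9 in hMet mice in the dHPC, and 11 in WT and 14 in hMet mice in the vHPC. With a preset correlation of 0.05 these were 9, 6, 4 and 9. Immediate early genes differed between sexes in WT mice of both regions (adjusted p = 6.11e-04 and 4.61e-06 from limma's cameraPR) and in hMet mice in the vHPC (adjusted p = 1.80e-05). The p of these list tests do not measure the spread between animals. From the numbers of DEGs and the RRHO comparisons of sexes and genotypes, the paper concludes that gene expression change after CORT is mainly in the vHPC and that differences between the sexes are more marked there, above all in hMet mice.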

### CORT increases methylation of GR exons 1_C_ and 1_F_ in the vHPC of hMet females

Genomic sex differences in the dHPC and vHPC prompted the investigation on CORT-associated genes in males and females, based on evidence that CORT has genomic and epigenomic effects through the glucocorticoid receptor (GR) [2]. The analysis on genes that were concordant in the RRHOs was narrowed to investigate glucocorticoid receptor-binding genes (GRBGs) [39] and epigenetic modifiers [40]. Genes were clustered into separate heatmaps whose cladograms indicated concordance in CORT-induced gene expression across groups in the dHPC and vHPC (Fig. 4a, b). Both GRBGs and epigenetic modifiers clustered together in the vHPC of WT and hMet males, and they were weakly or not associated with WT females and hMet females, respectively. Thus, sex differences mainly drove the clustering of GRBGs and epigenetic modifiers. 

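In the vHPC the responses of WT and hMet males were joined first, with r = 0.769 over 248 genes, 30 textbook genes induced through the GR and 218 epigenetic modifiers, which stood in for the paper's own lists. The females of both genotypes joined next (r = 0.251) and the pairs of males and females last (average r = 0.0531). Over the epigenetic modifiers only, males again joined first (r = 0.549), WT females joined them at an average r of 0.197 and hMet females last at -0.113. The same order of joins came with all lists under Spearman correlation or the moderated t and with all genes. Over the 30 GR-induced genes the 2 groups of males had r = 0.904 and the 2 groups of females r = 0.649. Of these genes, 3 were higher at p under 0.05 in WT males and 3 adjusted over the list alone in the authors' deposited table, and the list rose (adjusted p = 0.00101 from limma's cameraPR). Plin4 had the largest change among them, a log2 fold change of 1.88 (standard error 0.45) in the authors' deposited table. WT males and WT females differed in this list in the vHPC with adjusted p = 9.00e-04 and in the dHPC with 2.91e-04, also with a preset correlation of 0.05, and hMet males and females with 0.0927 and 0.123. In the vHPC WT and hMet males did not differ in it (adjusted p = 0.308). Correlations are across genes, which are not independent replicates, and the p of the list tests do not measure the spread between animals.

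**Figure D4:**
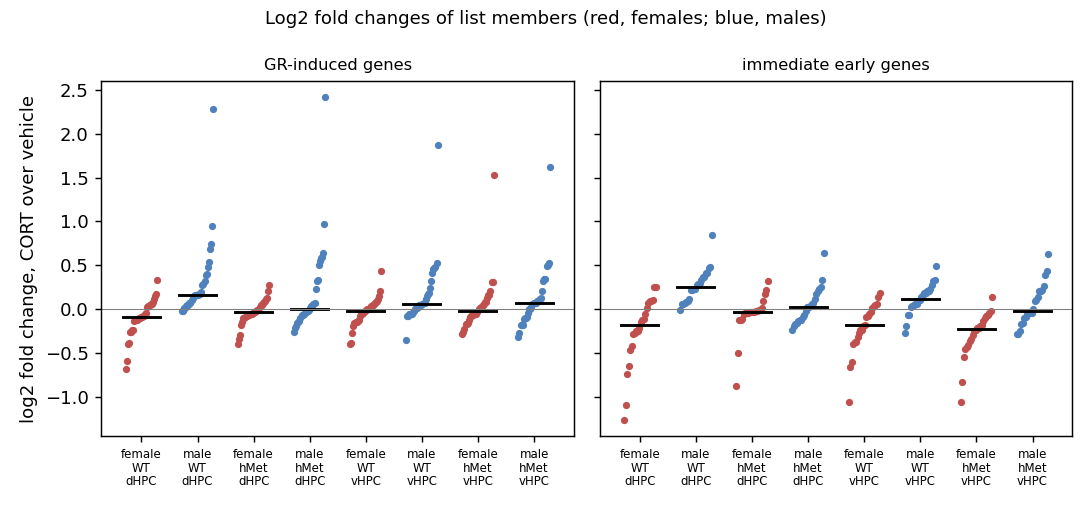
Log2 fold changes of CORT over vehicle in the authors' deposited tables for GR-induced and immediate early genes in the 8 comparisons, each point a gene and each bar the median. The GR-induced genes of WT males in the vHPC have a median of 0.05.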

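In the dHPC, WT and hMet males had r = 0.710 over 247 genes of the same lists and were joined first, and WT and hMet females next (r = 0.181). WT males and hMet females had r = 0.0850. The pair of males rested on the GR-induced genes, which had r = 0.917 between them, with Plin4 at a log2 fold change of 2.29 (standard error 0.62) in WT males in the authors' deposited table. GR-induced genes rose in WT males of the dHPC, 6 of 30 higher at p under 0.05 and 2 adjusted over the list alone (adjusted p = 8.52e-07 from limma's cameraPR). In hMet males the list did not pass, and the difference between WT and hMet males had adjusted p = 0.0415, which did not remain with a preset correlation of 0.05. Over epigenetic modifiers only, WT females and hMet males joined first (r = 0.375), as they did over all lists with Spearman correlation (0.296) or with the moderated t (0.245). Correlations here are again across genes.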

The same pattern of sex differences was not observed in the dHPC, where WT males and hMet females clustered instead, indicating that, in the dHPC, similarity in gene expression change after CORT was independent of sex and genotype. We then focused the investigation of sex differences in the vHPC by measuring the expression of the GR (encoded by *Nr3c1*) and its epigenetic regulation. Total *Nr3c1* mRNA was reduced in WT females under CORT (64%; *p* < 0.0001), as well as hMet females (*p* < 0.0001), but not in WT males or hMet mice of either genotype (Fig. 4c). Epigenetic regulation of *Nr3c1* was then assessed using RT-qPCR and meDIP on exons 1_A_, 1_C_, 1_D_, 1_F_, and 1_H_, whose methylation status is altered in several affective disorders in both animal models and clinical studies [41–46]. The mRNA levels of exon 1_C_ were increased in hMet females under CORT compared to CORT-treated WT females (*p* < 0.001), while levels in hMet females exceeded hMet males regardless of treatment (*p* < 0.0001) (Fig. 4d). The mRNA levels of exon 1_F_ were reduced in WT females under CORT (*p* < 0.05), but not in males (Fig. 4e). We then assessed the levels of 5-methylcytosine (5mC), a de novo enzymatic modification of the 5-position of the cytosine catalyzed by DNA methyltransferase proteins, which indicates epigenetic modification of DNA [47]. Levels of 5mC for exon 1_C_ were increased in hMet females under CORT (*p* < 0.0001), but not in males of either genotype (Fig. 4f). In addition, CORT increased 5mC levels of exon 1_F_ in hMet females (*p* < 0.01), but not in males of either genotype (Fig. 4g). No differences were found in levels of exons 1_A_, 1_D_, or 1_H_ as a function of sex, treatment, or genotype (Supplementary Fig. 3a–d). Therefore, we found that only females showed changes in methylation and mRNA levels of *Nr3c1* exons 1_C_ and 1_F_ in the vHPC in response to CORT, and that there is an epigenetic response to CORT in the vHPC that is unique to females carrying the BDNF Met variant.

**Fig. 4:**
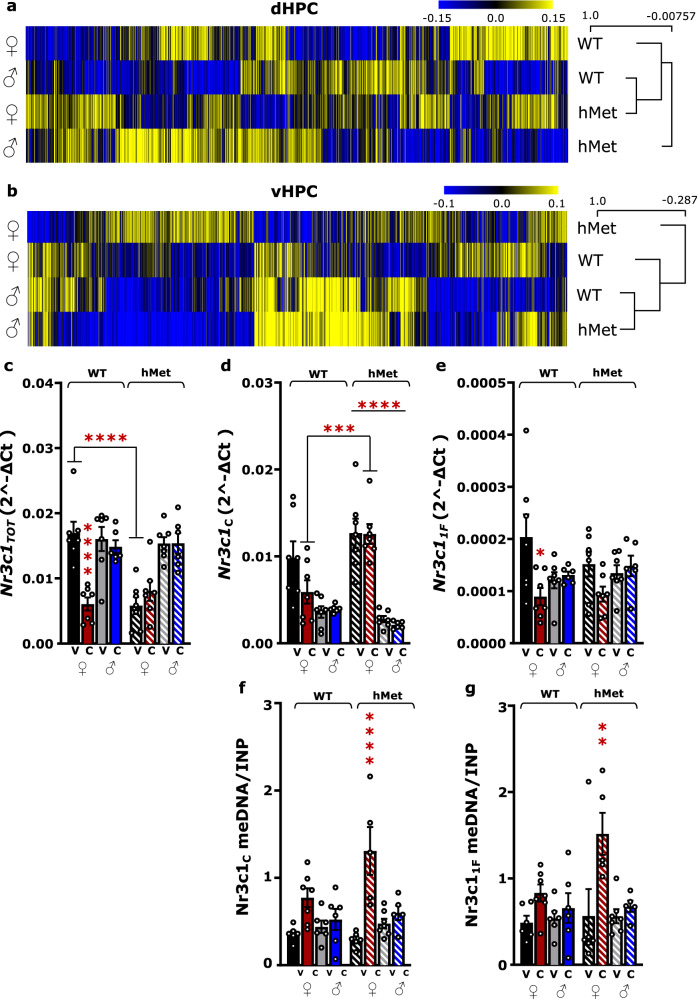
Epigenetic regulation of the glucocorticoid receptor in response to CORT. Heat map representing the normalized read densities of epigenetic and GR-binding genes across all groups in the **a** dHPC and the **b** vHPC. The cladogram in the right indicates the similarity in gene expression profiles, with average hierarchical linkage clustering based on Pearson correlation. Measurement of *Nr3c1* mRNA levels from the vHPC are expressed as 2^−ΔCt^ for **c** total *Nr3c1* mRNA as well as *Nr3c1* mRNA for **d** exon 1_C_ and **e** exon 1_F_. Total *Nr3c1* mRNA was significantly decreased in WT females after treatment with CORT. Baseline hMet females had lower total *Nr3c1* mRNA levels than matched WT females (three-way ANOVA, genotype: *F*(1,46) = 5.301, *p* < 0.05, treatment: *F*(1,46) = 5.928, *p* < 0.05, sex: *F*(1,46) = 37.66, *p* < 0.0001, sex × genotype: *F*(1,46) = 4.947, *p* < 0.05, treatment × genotype: *F*(1,46) = 12.71, *p* < 0.001, treatment × genotype × sex: *F*(1,46) = 8.730, *p* < 0.01). Levels of mRNA for *Nr3c1* exon 1_C_ in hMet females under CORT was significantly higher than hMet females at baseline, while hMet females had higher levels of exon 1_C_ mRNA than males regardless of treatment (three-way ANOVA, genotype: *F*(1,46) = 4.304, *p* < 0.05 sex: *F*(1,46) = 75.38, *p* < 0.0001, sex × genotype: *F*(1,46) = 13.64, *p* < 0.001). Levels of *Nr3c1* exon 1_F_ mRNA was significantly decreased in WT females after treatment with CORT (3-way ANOVA, treatment: *F*(1,46) = 5.384, *p* < 0.05, treatment × sex: *F*(1,46) = 9.458, *p* < 0.01). Measurement of *Nr3c1* **f** exon 1_C_ and **g** exon 1_F_ methylation levels from the vHPC are expressed as 2^−ΔCt^. CORT significantly increased levels of 5mC for *Nr3c1* exon 1_C_ and 1_F_ for hMet females (three-way ANOVA, exon 1_C_: three-way ANOVA, sex: *F*(1,40) = 4.875, *p* < 0.05, treatment: *F*(1,40) = 27.04, *p* < 0.0001, treatment × genotype: *F*(1,40) = 4.166, *p* < 0.05, treatment × sex: *F*(1,40) = 15.11, *p* < 0.001; exon 1_F_: sex: *F*(1,40) = 11.19, *p* < 0.05, treatment: *F*(1,40) = 11.19, *p* < 0.01, treatment × sex: *F*(1,40) = 5.394, *p* < 0.05). Columns represent the mean ± SEM of 5–7 determinations per group. *p < 0.05, **p < 0.01, ***p < 0.001. PND post-natal day, WT wildtype, hMet heterozygous for brain-derived neurotropic factor Val66Met, V vehicle, C/CORT corticosterone, dHPC dorsal hippocampus, vHPC ventral hippocampus.

## Discussion

We report, for the first time, behavioral sex differences in mice treated with non-invasive oral CORT, a paradigm that induces impaired activity of the HPA axis [16, 17]. Not only is this the first study investigating sex differences in anxiety- and depression-like behavior in the oral CORT model and in BDNF Val66Met mice, but the novelty also arises from the investigation of genomic signatures that depended on the hippocampal region analyzed, with the dHPC and vHPC expressing distinct pattern of gene networks, particularly GRBGs and epigenetic modifiers. We found that one epigenomic consequence of oral CORT was the methylation levels of the *Nr3c1* gene that differed in males and females as a function of the BDNF Met genotype.

As previously reported in males [16], we demonstrated that low-dose oral CORT did not induce changes in female body weight compared to controls, indicating that major metabolic consequences are indeed limited in both sexes. A trend in the atrophy of adrenal glands was only observed in males, consistent with studies showing that chronic treatment with CORT leads to smaller adrenal glands compared to controls [16], a phenomenon that is explained by adaptation of the adrenal gland at the cellular level [48], and that correlates with the blunted response to stress observed in this model [18]. Circulating plasma CORT levels measured after 24-h fasting were lower in males than in females, but treatment did not affect plasmatic CORT. This is consistent with evidence showing that mRNA and serum levels of corticosteroid-binding globulin are regulated by gonadal hormones, leading to sex differences in CORT levels [49–51]. High levels of glycemia reported in hMet males at baseline are consistent with previous findings showing insulin resistance in hMet mice [52]. Impairment in glucose regulation have also been observed in humans carrying BDNF Met variant that show insulin resistance and increased risk for metabolic disorders [53].

As reported in our findings, previous studies have also shown that oral CORT increases affective behavior in male mice of both genotypes [18, 54, 55]. Here we showed that WT females display no behavioral changes, consistent with previous findings on negative valence behaviors in WT females [56, 57], and that hMet females show instead an opposite effect on affective behavior compared to males. Other studies have investigated these behavioral phenotypes using exogenous CORT in males and found that prolonged CORT administration, independent of the administration route, produce both anxiety [58] and depression-like behavior [59]. In fact, a single acute injection of corticosterone was found to induce anxiety-like behavior 12 days later [60]. Females also display increased depression-like behavior in response to CORT injection, and effect that is not observed when CORT is delivered in drinking water [61].

We found that gene expression change after CORT was greater in the vHPC than in the dHPC in males of both genotypes and larger in the vHPC of males compared to females regardless of genotype. 

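In the dHPC of WT females, endothelial, mural cell, thalamic, striatal and amygdalar and astrocyte markers fell with CORT, which they did not in hMet females. Of 16 endothelial markers 9 were lower at p under 0.05 in the authors' deposited table and 8 adjusted over the list alone (median log2 fold change -0.33, adjusted p = 1.36e-09 from limma's cameraPR). Thalamic markers had a median of -1.37 (8 of 13 lower at p under 0.05 and 0 adjusted over the list alone). Thalamic and striatal and amygdalar markers stand for tissue next to the hippocampus. A difference in dissection between CORT and vehicle libraries was not tested and cannot be told apart from an effect of CORT here. Between WT and hMet females 5 lists differed, and 4 remained with a preset correlation of 0.05: endothelial (adjusted p = 8.91e-12), mural cell, thalamic and astrocyte markers. Granule cell markers did not remain, and striatal and amygdalar markers did not differ. Oxidative phosphorylation genes rose in WT females with the preset correlation of 0.01 and not with 0.05. In WT males 15 lists passed and in hMet females 12, of which 8 and 1 remained with a preset correlation of 0.05.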

Curiously, in the dHPC, WT males and females treated with CORT showed comparable gene expression change, while hMet females under CORT displayed fewer DEGs compared to WT females. Accordingly, RRHOs showed genotypic differences in the vHPC of females, and discordant CORT-induced DEGs in both brain regions only in hMet males and females. This pattern of gene expression after CORT mirrored behavioral sex differences as well as the unique behavioral phenotype found in hMet females. Dorsoventral differences in gene expression have also been observed in other models of stress. For example, the immediate early gene *Fos* is primed for activation one month after traumatic stress in the vHPC but not the dHPC [62]. Six-week exposure to chronic mild stress increases the expression of FKBP5, a co-chaperone of GR, in the vHPC but not in the dHPC [6]. Others have shown that when chronic stress is combined with prenatal alcohol exposure, the expression of MR, GR, and type 1 CRH receptor is altered in a region-specific manner in the hippocampus and differs in males and females [63]. Interestingly, this evidence relating to GR gene expression compliments the sensitivity of the vHPC to glucocorticoid exposure [64, 65], and the importance of the GR in regulating neurotransmission in this brain region [66]. Collectively, previous data support our observations on the criticality of the vHPC in the response to exogenous CORT or other types of stressors.

It is worth noting that the distribution of GR in the hippocampus differs across subregions and subfields [5], a neuroanatomical difference that is also observed after exposure to exogenous CORT. Robertson et al. reported that GR expression is twice as high in the dHPC as in the vHPC in rats [67], a pattern that relates to differential GR expression in distinct hippocampal subfields in the presence of high levels of CORT [68]. Curiously, treatment with exogenous CORT in males has not been associated with changes in GR expression in the vHPC [69], in line with our measurements of mRNA levels in the vHPC of CORT-treated males.

These findings prompted us to investigate whether GR had different genomic effects in the dHPC and vHPC that intersected with sex and genotype. Notably, after translocating to the nucleus the GR interacts with number of epigenetic modifiers [70]. Thus, we also investigated whether changes in GR could be associated with differences in epigenetic regulation. 

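Of the epigenetic lists, 3 of 23 histone demethylases were higher at p under 0.05 in WT males in the dHPC (0 adjusted over the list alone, adjusted p = 0.00130 from limma's cameraPR). DNA methylation genes fell in hMet males in the dHPC, with 5 of 22 lower at p under 0.05 and 1 adjusted over the list alone (adjusted p = 0.00300). Chromatin remodelers rose in WT males in the vHPC, with 8 of 45 higher at p under 0.05 and 0 adjusted over the list alone (adjusted p = 5.80e-04, and 0.0251 with a preset correlation of 0.05). Between WT and hMet males the dHPC responses of chromatin remodelers (adjusted p = 3.23e-05), DNA methylation genes (5.73e-04), histone demethylases (0.00136) and Polycomb and chromatin readers (0.00238) differed, also with a preset correlation of 0.05, and histone acetyltransferases (0.0323) with that of 0.01 only. The other lists that differed in this contrast with both preset correlations were higher in hMet males for cholesterol synthesis (3.45e-13), oxidative phosphorylation (1.37e-15), ribosomal proteins (2.03e-12), protein folding and heat shock (5.73e-04) and ependymal (0.00134), CA2 and CA3 (0.0113) and ventral hippocampus (0.0138) markers, and lower for the circadian clock (0.00125) and meningeal fibroblast (5.10e-05) and mural cell (0.00269) markers, so that tissue and region markers moved beside the epigenetic lists. Between hMet males and females in the vHPC histone demethylases differed (adjusted p = 0.00439), and no epigenetic list differed between the sexes in WT mice or in the dHPC of hMet mice. Calls that the preset correlation of 0.05 ended were chromatin remodelers in WT males and hMet males in the dHPC, in hMet females in the dHPC, in WT females in the vHPC and in hMet males in the vHPC, histone demethylases in hMet females in the dHPC and in both genotypes of males in the vHPC, histone methyltransferases in WT males in the vHPC and Polycomb and chromatin readers in WT males in the dHPC.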

Differential expression of GRBGs and several epigenetic modifiers (e.g., chromatin remodelers and histone acetyltransferases, demethylases, and methyltransferases) across groups showed that sex differences were observed in the vHPC but not in the dHPC where clustering was independent of sex and genotype. Interestingly, CORT-induced changes in the expression of GRBGs and epigenetic modifiers in hMet females differed substantially from the other groups, again reflecting the unique behavioral and genomic profile of hMet females. 

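In hMet females in the vHPC, immediate early genes fell, with 9 of 22 lower at p under 0.05 and 4 adjusted over the list alone (adjusted p = 6.36e-09 from limma's cameraPR). Arc had a log2 fold change of -0.55 (standard error 0.17, adjusted p = 0.849) in the authors' deposited table. They fell in WT females too, with 7 of 22 lower and 0 adjusted over the list alone. Choroid plexus markers were above 0 in hMet females for 18 of 18 genes (median log2 fold change 2.15, adjusted p = 1.23e-05), none of them at p under 0.05 on its own. A median this large with no member at that threshold means large errors for each gene. The list p rests on a preset correlation between genes and does not measure the spread between animals. Whether neighbouring tissue in the dissection brought the rise was not tested. Meningeal fibroblast markers were above 0 for 13 of 13 genes (0.66, adjusted p = 1.27e-05), with 3 at p under 0.05, and red blood cell markers for 5 of 5 (0.84, adjusted p = 1.94e-04), with 4 at p under 0.05, and 0 of either adjusted over the list alone. Oligodendrocyte markers were below 0 for 17 of 17 genes in hMet (median log2 fold change -0.24, adjusted p = 3.87e-05) and in WT females (-0.29, adjusted p = 8.22e-07), 0 of them at p under 0.05. Epigenetic modifiers of hMet females in the vHPC had r = -0.214 with those of WT females and -0.186 with those of hMet males across 218 genes.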

We have previously reported that the expression of GRBGs in CA3 pyramidal neurons of the hippocampus differs between WT and hMet male mice after stress [26]. Yet, DEGs from this hippocampal subregion in unstressed hMet mice largely overlap with gene expression changes observed in WT mice after stress [25]. Previous work from our group highlighted changes in GRBGs and a significant cluster of epigenetic modifiers in CA3 pyramidal neurons of adult offspring with a history of early life stress exposed to a second hit of stress in adulthood [71], suggesting an important role for the GR in the epigenetic signatures mediated by stress. While others also showed that exposure to exogenous CORT alter genome-wide epigenetic networks [72] as well as the expression of GRBGs [73] in the hippocampus, this is the first study demonstrating that these changes critically depend on the sex, genotype, and the hippocampal region that is investigated.

The relevance of exogenous CORT and its transcriptomic consequences is emphasized when reminded that up to 1/5 of the human genome is regulated by the GR [1]. Additionally, epigenetic modifications and DNA methylation of GR exons have been shown to reflect the stress status of an individual [45, 74]. These changes are often a consequence of adverse stimuli or overexposure to CORT. Variations in maternal licking and grooming in rats are associated with epigenetic modifications of the GR exon 1_7_ (corresponding to 1_F_ in humans and mice) that persist through adulthood [75]. In humans, methylation levels of *Nr3c1* are affected in offspring of prenatal depressive mothers [46] as well as subjects suffering from psychiatric disorders, including individuals with alcohol use disorder [35], victims of suicide [41, 44], combat veterans of PTSD [42], and women with bulimia nervosa [43]. Interestingly, these epigenetic modifications often occur on the exons 1_C_ and 1_F_ of the *NR3C1* gene. Here, we found that CORT increased DNA methylation of exons 1_C_ and 1_F_ of the *Nr3c1* gene selectively in the vHPC of hMet females under CORT, while the respective mRNA levels were unchanged (1_C_) or oppositely (1_F_) regulated in hMet females compared to WT females. In males, total mRNA levels and methylation of *Nr3c1*_*1C*_ *and Nr3c1*_*1F*_ were unaffected regardless of genotype. Interestingly, we found a negative correlation between levels of *Nr3c1*_*1C*_ methylation and emotionality score in hMet females under CORT (*r* = −0.966, *p* < 0.05) that did not exist in other groups (Table 1). This suggests that (i) a mechanism different than methylation controls the total expression of *Nr3c1* in CORT-treated WT females and males of either genotype; (ii) methylation in response to CORT at specific exons depends on genotype; (iii) the BDNF Met variant interacts with CORT to modulate methylation at discrete exons of *Nr3c1*.

**Table 1:** Pearson’s correlation coefficient associating the expression or methylation levels of *Nr3c1* to the behavioral *z*-score.

Group		*Nr3c1* mRNA			*Nr3c1* meDIP	
		Total	1_C_	1_F_	1_C_	1_F_
WT Vehicle ♀	Behavioral *z*-score	*p* = 0.469 *r* = 0.531	*p* = 0.854 *r* = 0.146	*p* = 0.234 *r* = −0.766	*p* = 0.106 *r* = 0.986	*p* = 0.173 r = 0.963
WT CORT ♀		*p* = 0.667 *r* = −0.083	*p* = 0.548 *r* = −0.363	*p* = 0.925 *r* = −0.059	*p* = 0.284 *r* = −0.601	*p* = 0.553 *r* = −0.359
hMet Vehicle ♀		*p* = 0.894 *r* = −0.368	***p*** = 0.015* ***r*** = **−0.946**	*p* = 0.303 *r* = −0.582	*p* = 0.154 *r* = 0.739	*p* = 0.699 *r* = 0.239
hMet CORT ♀		***p*** = 0.038* ***r*** = **−0.836**	*p* = 0.667 *r* = −0.226	*p* = 0.371 *r* = −0.450	***p*** = 0.034* ***r*** = **−0.966**	*p* = 0.133 *r* = −0.867

*WT* wildtype, *hMet* heterozygous for brain-derived neurotropic factor Val66Met, *V* vehicle, *C/CORT* corticosterone, ♀ female.

Pearson’s *r* and *p* values are detailed in the table. Significant correlations were found in females but not in males. *p < 0.05.

Bold values identify statistical significance (*p* < 0.05).

Glucocorticoids and BDNF share a complementary role in synaptic plasticity. Previous work showed that overexposure to CORT affects the signaling of BDNF in the hippocampus [76, 77], and that methylation changes of *Nr3c1* are linked to BDNF expression [78]. BDNF signaling not only modulates the excitability of the hippocampus but is directly impacted by fluctuations in the estrous cycle [79, 80]. In addition, CORT signaling is inhibited by estrogens, a mechanism that impairs the negative feedback on the HPA axis [2, 81]. Curiously, ovariectomy rescues impairment in object memory location in hMet females [25], which also show increased affective behavior compared to controls at discrete stages of the estrus cycle [82, 83] or in the presence of exogenous estradiol [84]. This suggests that the BDNF Met variant orchestrates complex gene pathways and behaviors that are unique to hMet females due to the distinctive intersection of CORT, BDNF, and estrogen signaling. Gomes de Assis and Gasanov (2019) recently discussed the implication of the BDNF and CORT integrative system in the BDNF Val66Met polymorphism [85], however further studies are needed to validate the mechanistic function of the BDNF Met variant and its distinct adaptive role in males and females.

Together, we showed that, in mouse models that recapitulate stress-related disorders, similar constructive validity (chronic oral CORT) is associated with opposed face validity (affective behavior) in males and females and suggests that distinct brain circuits and genomic regulation underlies behavioral outcomes in response to exogenous CORT. This opens a window for the investigation of biomarkers of stress that are both unique to genetically susceptible individuals and altered regardless of the behavioral phenotype that one may manifest.

## Supplementary information

Supplementary Methods

Supplementary Figures

Supplementary Data 1

# Supplementary material for: Corticosterone induces discrete epigenetic signatures in the dorsal and ventral hippocampus that depend upon sex and genotype: focus on methylated Nr3c1 gene
**Source:** Transl Psychiatry. 2022 Mar 16;12:109. doi: 10.1038/s41398-022-01864-7
**Supplement:** Supplementary file 1 — Supplementary Methods

## SUPPLEMENTAL METHODS

### Light-Dark Box Test

The arena consisted of an open white-wall light box and a covered black-wall dark box (l=29cm, w=29cm). Mice started the test in the light box and were videotaped for 5 minutes by a camera fixed on the ceiling above the arena (50±10 lux). Time spent in the light box, latency to enter the dark box, and latency to reenter the light box were scored by an experimenter blind to the experimental groups and conditions. Mice that did not enter the dark box during the 5-minute test cut-off were excluded from the analysis and from further investigation.

### Splash Test

The splash test was performed as described by Santarelli et al.<sup>1</sup> and Isingrini et al.<sup>2</sup> with minor changes. After 30 minutes habituation to a new and empty testing cage, mice were then sprayed on the hindquarters with a 10% (w/v in water) sucrose solution, and immediately placed in the testing cage for 5 minutes (50±10 lux). Grooming behavior was videotaped by a camera fixed on the ceiling above the arena. The latency to the first grooming session, the total time grooming, and the number of grooming sessions were manually scored by an experimenter blind to the experimental groups and conditions. Mice that did not groom during the 5-minute test cut-off were excluded from the analysis and from further investigation.

### Y Maze Test

Mice were habituated for 45 minutes to an hour in testing room. Mice were tested using a 2-trial memory task in a Y-maze. The Y-maze consists of 3 identical arms illuminated by a dim light (30-70 lux) with mouse dimensions of l=40 cm, w=8.9 cm, and h=20 cm. The light intensity is the same in each arm and is higher in the center of the Y-maze. A camera fixed to the ceiling videotaped the arena. Visual cues, such as clothes with differing colors and patterns, were placed on the walls/curtains above each arm and kept constant throughout the behavioral testing. The floor of the maze was covered with bedding from the home cages of the mice that are being tested. In between each trial, the bedding was mixed and redistributed in order to eliminate olfactory cues. The task consisted of 2 trials separated by a 1-hour interval. During the 1st trial (acquisition phase), one arm of the Y-maze was closed, and animals were placed at the end of a familiar arm, facing the wall, and allowed to explore the two open arms for 10 minutes. During the 1-hour inter-trial interval mice were placed back into their home cages. During the second trial (test phase), mice had access to all three arms for 5 minutes. The time spent in the familiar arm, time spent in the novel arm, and number of center crossings were recorded and scored using Ethovision (Noldus Information Technology Inc., Leesburg, VA, United States). Arm discrimination index was calculated using the following formula: *discrimination index* = (time in

*novel arm – time in familiar arm)/(time novel arm + time familiar arm)*. The time spent in the novel arm (the one closed during the acquisition phase) was expressed as percentage compared to the percentage of random chance of exploration of the three arms (33% for each arm). Mice were included in the study only if the percentage of time spent in the novel arm was higher than 33%. Mice with >70% preference for one of the two arms in the acquisition phase were excluded from the analysis and from further investigation.

### **Tissue Collection and RNA-Sequencing**

Mice were cervical dislocated and rapidly decapitated to extract whole brain. Brains were immediately dissected to isolate the dorsal (dHPC) and the ventral hippocampus (vHPC), and subsequently flash frozen and stored at -80 °C. Adrenal glands were dissected from the body, weighed, rapidly flash frozen and stored at -80 °C. RNA was extracted from the dHPC and vHPC tissue using Qiagen Lipid Tissue Mini Kit (Qiagen, Germantown, MD, USA). DNase I treatment occurred during RNA extraction and RNA was examined by a Bioanalyzer (Agilent technologies, Santa Clara, USA). The left and right sides of the dHPC and vHPC were randomly included in a pool to minimize potential lateralization effects. In addition, the RNA from two different hippocampi from the same experimental group were also pooled<sup>3-6</sup> to achieve the necessary minimum yield for RNA-seq (>100ng/μl) and storage for further investigation of gene expression. The cDNA libraries were sequenced on an Illumina NextSeq 500 to obtain single-end 75-bp reads at an approximate sequencing depth of 35-40 million reads per sample.

### **Rank-Rank Hypergeometric Overlap**

The full threshold-free lists of differential expression data were first ranked by increasing log fold change. The RRHO2 “stratified” method (<https://rdr.io/github/RRHO2/RRHO2/>) was used to detect the overlap between genes differentially expressed in the same or opposite directions<sup>7</sup>, where the bottom left and top right quadrant display overlaps of genes with concordant differential expression, and the top left and bottom right display discordant overlap. 

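The stratified method ranks the genes of each comparison from the most increased to the most decreased and searches the 4 quadrants of the plane of the 2 ranks separately, so that genes moving in opposite directions are measured as well as genes moving together. Over the genes of both regions, the Spearman correlations of the moderated t for the 12 pairs of comparisons within a region ranged from -0.178 to 0.517.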

Threshold-free differential expression lists were ranked using the -log<sub>10</sub>(p-value) corresponding to the sign of the full change value generated from the limma-voom package. The point from each quadrant that had the highest absolute log<sub>10</sub>-transformed significance denoted the rank thresholds (and accordingly the metric thresholds) on the x- and y-axis (i.e. in both models) that yields the most statistically significant set of overlapping differentially expressed genes or co-regulated genes<sup>8</sup>.

### **Sample Size Determination**

Sample size was established from power calculations of expected effect sizes for the experimental cohorts and from previous experience with the following equation:

$$N = [2 * (\text{standard deviation})^2 * (\text{power index})] / (\text{change in mean})^2$$

*power index equals 10.5 for alpha (significance level) = 0.05 and for beta (chance of type II error) = 0.1*

## REFERENCES

1. Santarelli L, Saxe M, Gross C, Surget A, Battaglia F, Dulawa S, et al. Requirement of hippocampal neurogenesis for the behavioral effects of antidepressants. *Science*. 2003;301(5634):805-9.
2. Isingrini E, Camus V, Le Guisquet AM, Pingaud M, Devers S, Belzung C. Association between repeated unpredictable chronic mild stress (UCMS) procedures with a high fat diet: a model of fluoxetine resistance in mice. *PLoS One*. 2010;5(4):e10404.
3. Anand S, Mangano E, Barizzzone N, Bordoni R, Sorosina M, Clarelli F, et al. Next Generation Sequencing of Pooled Samples: Guideline for Variants' Filtering. *Scientific Reports*. 2016;6(1):33735.
4. Bansal V, Tewhey R, Leproust EM, Schork NJ. Efficient and cost effective population resequencing by pooling and in-solution hybridization. *PloS one*. 2011;6(3):e18353-e.
5. Rellstab C, Zoller S, Tedder A, Gugerli F, Fischer MC. Validation of SNP allele frequencies determined by pooled next-generation sequencing in natural populations of a non-model plant species. *PloS one*. 2013;8(11):e80422-e.
6. Rivas MA, Beaudoin M, Gardet A, Stevens C, Sharma Y, Zhang CK, et al. Deep resequencing of GWAS loci identifies independent rare variants associated with inflammatory bowel disease. *Nat Genet*. 2011;43(11):1066-73.
7. Cahill KM, Huo Z, Tseng GC, Logan RW, Seney ML. Improved identification of concordant and discordant gene expression signatures using an updated rank-rank hypergeometric overlap approach. *Sci Rep*. 2018;8(1):9588.
8. Plaisier SB, Taschereau R, Wong JA, Graeber TG. Rank-rank hypergeometric overlap: identification of statistically significant overlap between gene-expression signatures. *Nucleic Acids Res*. 2010;38(17):e169.

# Supplementary material for: Corticosterone induces discrete epigenetic signatures in the dorsal and ventral hippocampus that depend upon sex and genotype: focus on methylated Nr3c1 gene
**Source:** Transl Psychiatry. 2022 Mar 16;12:109. doi: 10.1038/s41398-022-01864-7
**Supplement:** Supplementary file 2 — Supplementary Figures

Primer Sequences.

Gene Symbol	Forward	Reverse
<i>Gapdh</i>	5'-AACAGCAACTCCCCTCTTC	5'-CCTGTTGCTGTAGCCGTATT
<i>Nr3c1 mRNA</i>		
**Total**	5'- CAAGGGTCTGGAGAGGACAAC	5'-TGCTGTGGAGGAGCTGGA
**1_A**	5'-ACTCTGCGTAAGAATGGAGAAG	5'-GAAACATCTTCCTGGCTGAGA
**1_C**	5'-GCGACTGTTGACTTCCTTCT	5'-CCACCGCAGCCAGATAAA
**1_D**	5'-CTCCGATCAGAAGTGCCAAG	5'-GGGAGTAAGGTGTTATGGTGTT
**1_F**	5'-CCAGGGAGAAGAGAACTAAAGAACT	5'-CGCGGCTTCTTGGCCTTT
**1_H**	5'-TCAGGAATTGCGGCCTTAC	5'-TGCTCCCTTAAGCGACATTTAT
<i>Nr3c1 Methylated DNA Immunoprecipitation</i>		
**1_A -32580 - 32478 bp**	5'-GGGTGGGTCAGAAAGACTAAGA	5'-AGGGATCAGCAGAGCAGATAA
**1_C -2424 -2333 bp**	5'-CTTGTCAGCCGGGAACG	5'- CACGGAGAAGGAAGTCAACAG
**1_F -3267 -3186 bp**	5'-GTGTCTGCCGTCCTGTG	5'-AGTTGCGCGAAGTGTGT

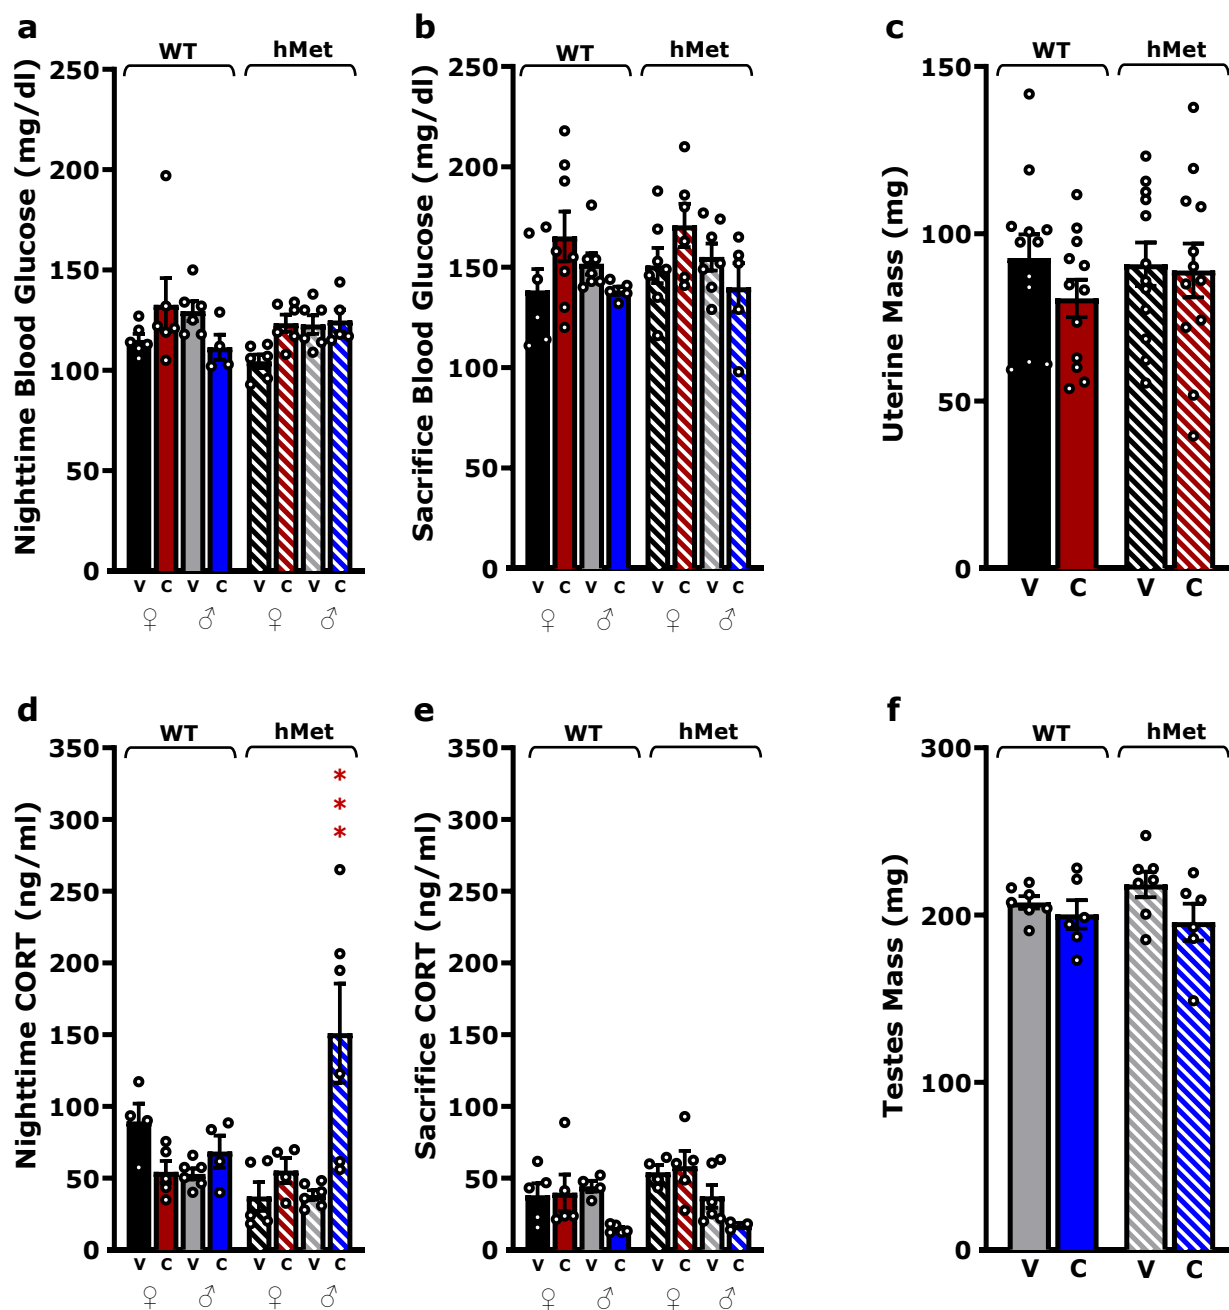

Supplementary Fig. 1

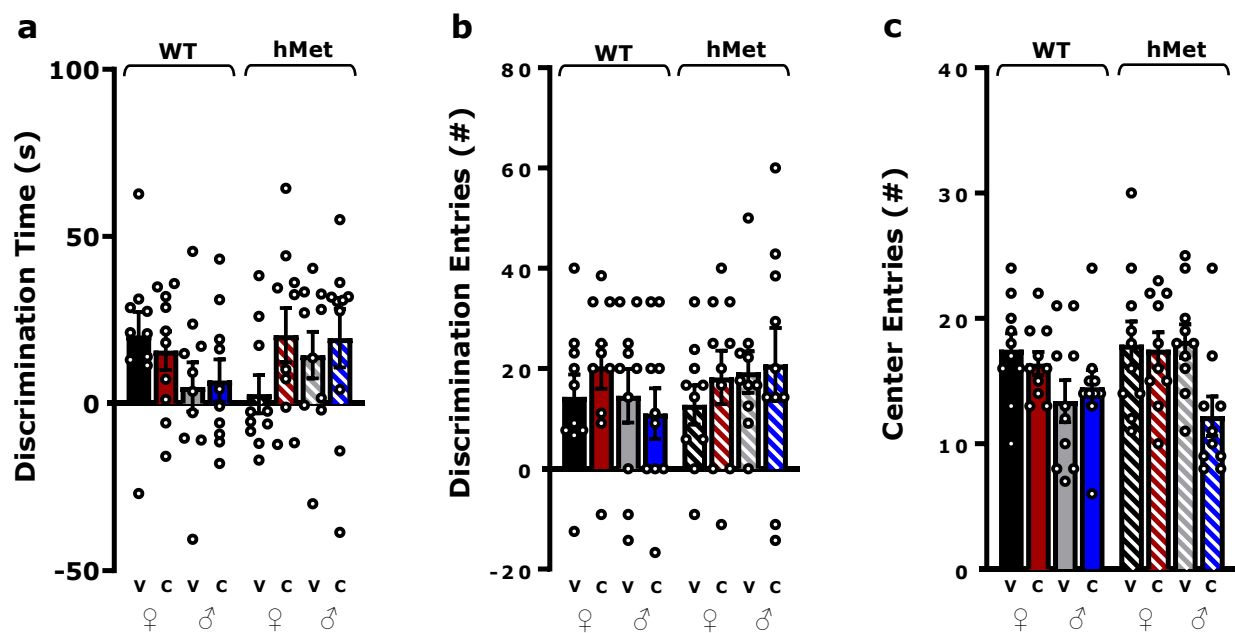

Supplementary Fig. 2

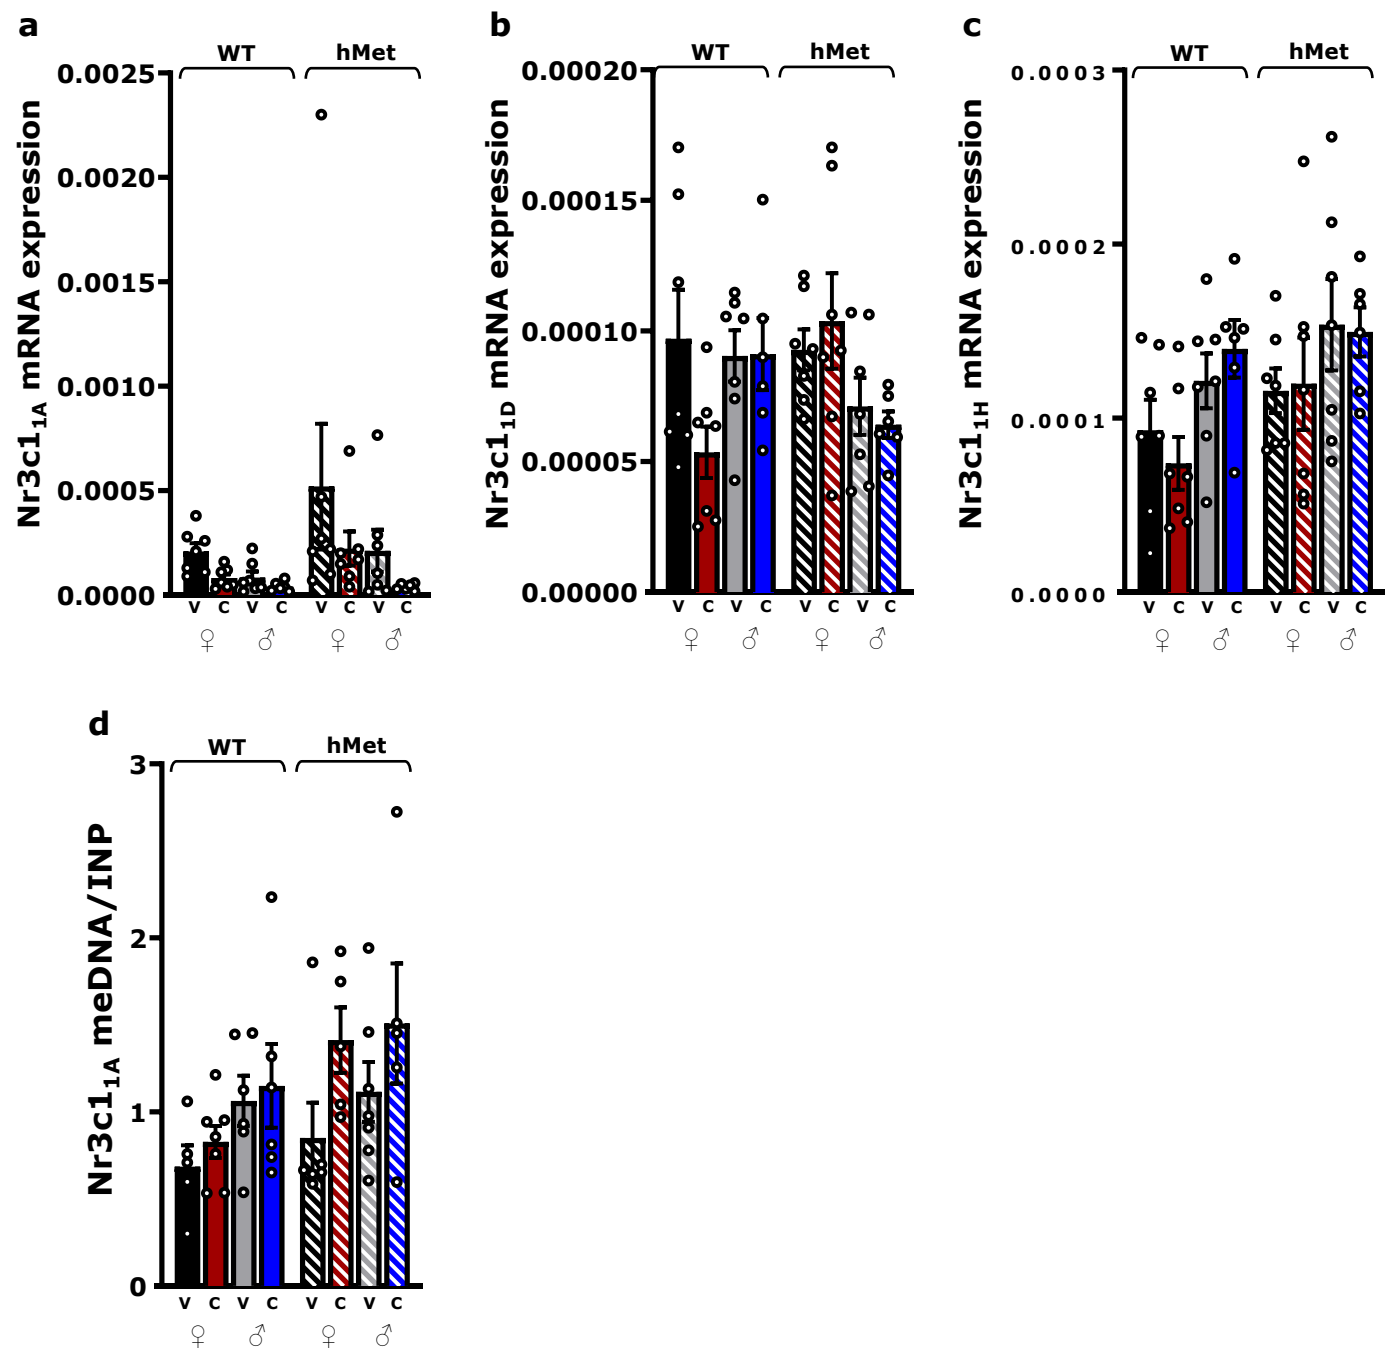

Supplementary Fig. 3

SUPPLEMENTARY LEGENDS

Supplementary Figure 1. Metabolic Signatures at Nighttime and Sacrifice Measures of blood glucose concentration were obtained a) during the night phase and b) at the point of sacrifice (3-way ANOVA, nighttime glucose: treatment x sex: $F(1,37) = 7.871$, $p < 0.01$; sacrifice glucose: treatment x sex: $F(1,43) = 7.677$, $p < 0.01$). Measures of blood CORT concentration were obtained d) during the night phase and e) at the point of sacrifice. During the night phase, male hMet mice had significantly increased CORT levels after treatment (3-way ANOVA, nighttime CORT: treatment: $F(1,32) = 5.470$, $p < 0.05$, sex x genotype: $F(1,32) = 6.290$, $p < 0.05$, treatment x sex: $F(1,32) = 9.333$, $p < 0.01$, treatment x genotype: $F(1,32) = 10.01$, $p < 0.05$; sacrifice CORT: sex: $F(1,29) = 10.24$, $p < 0.01$, treatment x sex: $F(1,29) = 5.369$, $p < 0.05$). Measurement of c) uterine mass and f) testes mass at time of sacrifice. Columns represent the mean $\pm$ S.E.M. of 3-12 determinations per group. * $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$, **** $p < 0.0001$. WT: wildtype, hMet: heterozygous for brain-derived neurotrophic factor Val66Met, V: vehicle, C/CORT: corticosterone, ♀: female, ♂: male.

Supplementary Figure 2. CORT has no effect on spatial memory task a-c) The Y-maze test reveals that CORT treatment had no effect on spatial memory performance (3-way ANOVA, center entries: sex: $F(1,72) = 7.153$, $p < 0.01$). Columns represent the mean $\pm$ S.E.M. of 10 determinations per group. WT: wildtype, hMet: heterozygous for brain-derived neurotrophic factor Val66Met, V: vehicle, C/CORT: corticosterone, ♀: female, ♂: male.

Supplementary Figure 3. Expression of mRNA and methylation of NR3C1 Measurement of vHPC mRNA levels as $2^{-\Delta Ct}$ for *Nr3c1* a) exon 1_A, b) exon 1_D, and c) exon 1_H (3-way ANOVA, exon 1_D mRNA: sex x genotype: $F(1,46) = 6.458$, $p < 0.05$; exon 1_H mRNA: genotype: $F(1,46) = 4.190$, $p < 0.05$, sex: $F(1,46) = 9.009$, $p < 0.01$). d) Measurement of NR3C1 exon 1_A methylation levels from the vHPC are expressed as $2^{-\Delta Ct}$ (3-way ANOVA, genotype: $F(1,39) = 4.421$, $p < 0.05$, treatment: $F(1,39) = 4.599$). Columns represent the mean $\pm$ S.E.M. of 4-7 determinations per group. * $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$. PND: post-natal day, WT: wildtype, hMet: heterozygous for brain-derived neurotrophic factor Val66Met, V: vehicle, C: corticosterone, ♀: female, ♂: male.

How the deposited data were processed for this re-analysis (not part of the article)

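The samples were libraries of hippocampal RNA from WT and hMet mice of both sexes that drank vehicle or CORT, taken from the dHPC or the vHPC. The labels list 64 libraries in 16 groups of 4, each library pooling RNA from 2 animals. A text in the labels speaks of 3 biological replicates, and the series design speaks of 2 weeks of treatment in place of the 6 weeks that the paper and the sample labels state.

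The authors discarded low-quality reads, aligned the rest to GRCm38 with STAR and counted them per gene with featureCounts, in versions that the paper's text does not state. The authors then fitted limma-voom over the groups of a region and deposited one table per comparison of CORT with vehicle. The average expression, the fold change and its unmoderated standard error in the deposited tables are on the log2 scale. The moderated t is a score that the authors took from limma. The p-value and its Benjamini-Hochberg adjustment in the deposited tables are the authors' own. Degrees of freedom, another unit of the deposited tables, were 24 residual in the dHPC and 22 in the vHPC. Of 21114 gene identifiers 21070 (99.8%) were found in the annotation of GRCm38, from which coordinates were taken.

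What was computed from these tables starts from the authors' values, so a value printed as the authors' carries no spread between libraries. Depth per library is not in the tables; the paper's supplement states the sequencing depth, and no count totals were used here. DEGs were taken at the paper's stated threshold, an unadjusted p under 0.05 and FC over 1.3, and also at p under 0.01 and FC over 1.3. Pairs of comparisons, which share no libraries, were compared by the Spearman correlation of the moderated t and by stratified RRHO on the signed -log10 p. The difference between the responses of 2 groups was the difference of log2 fold changes over the root of their summed squared moderated standard errors, with the authors' degrees of freedom and Benjamini-Hochberg adjustment over all genes. It treats 2 comparisons as independent although they share one estimate of spread. Gene lists were tested with cameraPR of limma 3.58.1 under R 4.3.3, with at least 3 measured members, two-sided, adjusted over the lists of a comparison. Clustering of the 4 comparisons of a region used average linkage on 1 minus the Pearson correlation of log2 fold changes. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 did the rest. The calls of genes and of differences, the comparisons of pairs and the list tests were tested on simulated data, and the clustering was not. In the simulations genes were drawn independently, so they do not show how often lists of correlated genes pass by mistake.

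Genes were named by a rule: in each comparison the 12 genes of smallest p among those at p under 0.05, FC over 1.3 and an average of at least 1 log2 CPM, leading members of the gene lists, leading genes of each pair and of each difference, and every gene the paper names whose level could be read. Fam107a, Sult1a1, Prodh, Etnppl, Podxl, Sox17, Acvrl1, Tmem119, St18 and Shox2 had been seen in the paper's supplementary table before the gene lists were written; Tmem119 is in the microglia list and Shox2 in the thalamic list.

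Alternatives were a p under 0.01, no fold filter, adjusted p, a filter on average expression, the log2 fold change in place of t, the omission of cell type, ribosomal and oxidative phosphorylation genes, only genes at p under 0.05, unmoderated standard errors, a preset correlation of 0.05, ranks in place of t, and other distances, linkages and gene sets for the clustering. The tests of gene lists between groups, the overlap ranked by log2 fold change among genes of at least 1 log2 CPM, and the counts at p under 0.01 among those genes, were chosen after seeing the data. The alternative of p under 0.01 was set after the paper's supplementary table, which gives counts at that threshold for 2 comparisons, had been read. Leaving out libraries and other splits of the libraries were not possible without values per library. RT-qPCR, methylation and behavioural measurements were not analysed here. The result of 1 gene that the naming rule selects is not reported here.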

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

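All tests of gene lists between groups in this part, and all tests of explanations, were chosen only after the results within comparisons had been seen. Every p of a list test here rests on a preset correlation between genes and does not measure the spread between animals.

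A difference between groups brought several results here. The number of gene lists, of 38, whose response to CORT differed with both preset correlations was 4 between genotypes in females and 14 in males in the dHPC, 9 between sexes in WT and 6 in hMet mice in the dHPC, 2 between genotypes in females and 3 in males in the vHPC, and 4 between sexes in WT and 9 in hMet mice in the vHPC. GR-induced genes differed between the sexes in WT mice (adjusted p = 2.91e-04 in the dHPC and 9.00e-04 in the vHPC). For cholesterol synthesis the adjusted p was 3.45e-13 and 7.12e-12 between genotypes in males, and 9.21e-04 and 1.09e-08 between sexes in hMet mice, in the dHPC and vHPC. Immediate early genes differed between sexes in WT mice (6.11e-04 and 4.61e-06) and in hMet mice in the vHPC (1.80e-05). The interferon response differed between sexes in the vHPC with adjusted p of 6.89e-05 in WT and 0.00200 in hMet mice. Microglia markers differed between sexes with 4.57e-16 in WT and 9.21e-04 in hMet mice in the dHPC and with 4.61e-06 and 9.53e-08 in the vHPC.

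A signal in gene lists the paper does not report on brought the others, each from limma's cameraPR and in both genotypes of one sex and region. In the vHPC of males the circadian clock fell (adjusted p = 0.00383 in WT and 2.23e-04 in hMet), granule cell markers rose (0.00826 and 5.22e-04), oligodendrocyte precursor markers fell (0.00471 and 1.56e-05) and ribosomal proteins fell (4.24e-06 and 1.33e-09). In females in the vHPC oligodendrocyte markers fell (8.22e-07 and 3.87e-05) and immediate early genes fell (7.08e-05 and 6.36e-09). Ribosomal proteins fell in females in the vHPC as well (2.84e-08 and 0.00669), though in hMet females not with a preset correlation of 0.05, so that their fall was not one of males alone. Microglia markers fell in males, with adjusted p of 7.66e-25 and 2.02e-08 in the dHPC and 2.60e-09 and 2.32e-15 in the vHPC.

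Microglia markers fell in males of both genotypes and both regions. A lower share of all glia in the tissue would lower astrocyte markers too, unless CORT also changed their expression within astrocytes, which was not tested. In WT males of both regions and hMet males in the vHPC, 3 comparisons, the upper quartile of the microglia markers lay below the lower quartile of the astrocyte markers. In hMet males in the dHPC the first lay 0.0321 above the second, so that a lower share of all glia stays open there even without such a change. The test was divided in this way after its values were seen. Oligodendrocyte markers did not fall there (median log2 fold change 0.00, adjusted p = 0.998), while the microglia markers had a median of -0.23. In other comparisons markers of other glia fell as well: oligodendrocyte markers in hMet males in the vHPC (-0.48, adjusted p = 9.06e-08) and in WT males in the dHPC (-0.15, adjusted p = 0.0262), and precursor markers in both genotypes in the vHPC (-0.18 in WT and -0.30 in hMet). Precursor markers fell in hMet males in the dHPC too (-0.03, adjusted p = 0.0278). The calls in the dHPC did not remain with a preset correlation of 0.05. A lower share of glia other than astrocytes was not tested and stays open. One neighbouring tissue behind the fall in all of these comparisons would move its own markers in each. The most that any one of 5 such lists passed in the same direction was 1 male comparison. Yet each of the 5 lists passed in a male comparison. Thalamic markers rose, choroid plexus, meningeal fibroblast and striatal and amygdalar markers fell, and ependymal markers went either way. The test speaks only of one tissue common to all, so that different tissue in different comparisons stays open. A lower number of microglia and a lower expression of these genes within them cannot be separated by these values. The fall is a difference of CORT from vehicle and differed between the sexes, and how treatment and sex would bring it about was not tested.

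GR-induced genes rose in WT males and not in WT females. The larger of the median ratios of standard errors between WT females and WT males was 1.00. The comparisons of a region share one estimate of spread for each gene. The ratio would therefore lie near that value whatever the spread among females, and larger errors in females stay open. Another time of day at collection in CORT-treated WT males would move the clock genes of the 2 phases apart. The difference of their median t was 0.0723 in the dHPC and 1.496 in the vHPC, of which the first speaks against this explanation and the second lies between the bounds set. The test asked for both regions together, so that it does not decide. The paper states that tissue was collected in the later part of the light phase, which limits this explanation to differences within that time, and within it the explanation stays open. In hMet males in the vHPC the difference was 3.30.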

How the results depend on the processing

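Choices were changed singly, except in the unadjusted threshold for differences between groups in the overlap with both another ranking and a filter, and in the counts with both p under 0.01 and a filter on expression. The list tests between groups and the overlap ranked by log2 fold change with a filter on expression were chosen after seeing the data. No paired analysis was possible because the tables hold no values per library, and for that reason leaving out single libraries and other splits of the libraries were not possible. No planned setting was left out otherwise.

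Counts of DEGs, in the authors' deposited tables, are given for female WT, female hMet, male WT and male hMet in the dHPC and then the vHPC. At p under 0.01 and FC over 1.3 they were 151, 36, 119, 178, 54, 80, 184 and 493, with sums of 484 and 811. With p under 0.05 and no fold filter they were 1185, 591, 831, 1159, 670, 1194, 1527 and 3861, with sums of 3766 and 7252. At adjusted p under 0.05 and FC over 1.3 they were 0, 0, 0, 3, 0, 0, 2 and 84, with sums of 3 and 86. With an average expression of at least 1 log2 CPM they were 289, 62, 181, 284, 20, 96, 186 and 436, with sums of 816 and 738, so that the order of the regions changed. The last filter leaves fewer genes to be tested. With that filter and p under 0.01, chosen after the sums with either alone were seen, the sums were 300 and 417.

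Of 32 alternatives to the 8 correlations of moderated t, 26 stayed within 0.05. The correlation of WT and hMet males in the dHPC was 0.338, and that of WT females and males in the dHPC -0.163, over genes at p under 0.05 in at least 1 comparison. In the vHPC, WT and hMet males gave 0.378 for log2 fold changes, 0.570 with the filter on expression and 0.626 over genes at p under 0.05. WT females and males in the vHPC gave 0.194 with that filter. The cause was not tested.

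The largest overlap in RRHO changed its direction when genes were ranked by log2 fold change for WT and hMet females in the dHPC (184 for the same direction, and 78.1 with the filter on expression) and for WT females and males in the dHPC (118 for the same direction, though 72.7 for opposite directions with the filter). The cause was not tested.

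At p under 0.01 and a difference over log2 of 1.3, without adjustment, the differences between groups numbered 119, 60, 193 and 132 in the dHPC (genotype in females, genotype in males, sex in WT, sex in hMet) and 101, 55, 119 and 389 in the vHPC. With the filter on expression or with unmoderated standard errors 0 genes passed, as at the setting reported.

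Of 304 list tests 100 passed, and 56 with a preset correlation of 0.05. List tests between groups that passed numbered 51 with that correlation. No call changed direction. Of the 118 named differences, 2 no longer had an unadjusted p under 0.05 with unmoderated errors (Crhr1 between genotypes in females in the dHPC and Bdnf between genotypes in males in the vHPC).

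The first join in the clustering of the dHPC was female WT with male hMet under Spearman correlation (0.296), with moderated t (0.245) and with epigenetic modifiers only (0.375), female WT with female hMet with all genes (0.169), and the 2 groups of males with GR-induced genes only (0.917). In the vHPC the males were joined first under each, at 0.534, 0.598, 0.549, 0.314 and 0.904 in that order. WT females joined the males next and hMet females last with Spearman correlation, moderated t, epigenetic modifiers only and all genes, whereas the females of both genotypes joined each other with GR-induced genes only. Complete linkage changed no join. The cause was not tested.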

Differences from the paper's values

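The paper gives 119 DEGs in WT males, 151 in WT females, 178 in hMet males and 36 in hMet females in the dHPC, and at the threshold it states, p under 0.05 and FC over 1.3, the authors' deposited tables hold 385, 570, 535 and 191. In the vHPC the paper gives 54 in WT females, 80 in hMet females, 184 in WT males and 493 in hMet males, and the tables hold 266, 428, 568 and 1047. The paper's sums are 811 in the vHPC and 484 in the dHPC, and the tables give 2309 and 1681. Of the alternatives set before the data were examined, p under 0.01 and FC over 1.3 gives each of the 10 paper values exactly. The paper's Supplementary Data 1 lists 151 and 119, for WT females and WT males in the dHPC, under p under 0.01 and FC over 1.3, and 570 and 385 under p under 0.05 and FC over 1.3; it had been read before this alternative was set. The filter on average expression brings hMet females (96), WT males (186) and hMet males (436) in the vHPC and the vHPC sum (738) within 1.5 times, and not the others. No fold filter and the adjusted p do not bring any of them within 1.5 times.

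For the RRHO comparisons the paper's largest values in Fig. 3 and those computed here with the signed -log10 p as the rank were 183 and 4.42 (WT and hMet females, dHPC), 184 and 42.9 (WT and hMet males, dHPC), 241 and 21.7 (WT and hMet females, vHPC), 120 and 18.2 (WT females and males, dHPC), 179 and 64.4 (WT females and males, vHPC), 223 and 7.68 (hMet females and males, dHPC) and 232 and 112 (hMet females and males, vHPC). The paper's value of 652 for males in the vHPC lies within 1.5 times of 524. With the log2 fold change as the rank, an alternative set before the data were examined, 8 of 8 lie within 1.5 times: 184, 180, 242, 118, 178, 231 and 232, and 651 for males in the vHPC. The paper's supplementary methods name both rankings. The other alternatives, the filter on expression, the omission of cell type, ribosomal and oxidative phosphorylation genes and genes at p under 0.05 only, bring 7 of the 8 no closer than 1.5 times.

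The paper states that genes of WT and hMet females converge in the dHPC. Here 26 of 51 genes at p under 0.05 in both moved in the same direction, and the correlation of the moderated t was 0.0150. The paper states that WT mice converge across sexes in the dHPC, where 17 of 56 such genes moved in the same direction and the correlation was -0.0825; in the vHPC 48 of 61 did. The paper states that hMet mice diverge across sexes in the dHPC, where 18 of 30 moved in the same direction and the correlation was 0.000401. Ranked by log2 fold change, the largest overlaps lie in the directions the paper states: the same direction for WT and hMet females (184) and for WT mice across sexes (118) and opposite directions for hMet mice across sexes (231), all in the dHPC. The paper joins WT males and hMet females in the dHPC clustering, and here males of both genotypes were joined first (r = 0.710, and 0.0850 for the paper's pair) on lists that are not the paper's. The measure differs as well: the paper's heat map shows normalized read densities, and here log2 fold changes were clustered. The paper also narrowed its genes from those concordant in RRHO, which was not done here.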

Other observations

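The test of errors at p under 0.01 and the tests of genes of low expression were chosen only after the result was seen.

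More DEGs in the vHPC than in the dHPC could come from smaller standard errors there. With noise added to vHPC fold changes until their errors equalled those of the dHPC, the median sum over 100 draws was 1936 DEGs (1852 to 2038), against 1672 in the dHPC over the same genes, but without noise the vHPC sum over these genes was 1665, so that the sum showed no excess to explain and the test does not decide. In these sums WT females had 145 in the vHPC against 564 in the dHPC, whereas each other group had more in the vHPC. At p under 0.01 and FC over 1.3 the sum over the same genes was 684 without noise and the median 592 (541 to 638) with it, against 483, which does not decide either. The count of genes of low expression may account for the order of the sums at p under 0.05 and FC over 1.3: among genes of at least 1 log2 CPM the vHPC sum was 738 and the dHPC sum 816. Only WT females had fewer in the vHPC there (20 against 289 in the dHPC). The count of genes of low expression does not account for the order at p under 0.01 and FC over 1.3, where among genes of at least 1 log2 CPM the vHPC sum was 417 and the dHPC sum 300. That excess lay in males (308 and 121 in hMet, 93 and 74 in WT), as females had fewer in the vHPC (4 and 87 in WT, 12 and 18 in hMet).

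In the authors' deposited tables Nr3c1 had log2 fold changes of -0.25 to -0.02 over the 8 comparisons, 1 of them at p under 0.05, in WT males in the vHPC. The smallest adjusted p of limma's moderated test for this gene was 0.438. In the vHPC its log2 fold change was -0.02 (moderated standard error 0.087) in WT females and -0.13 (0.087) in hMet females. By RT-qPCR, another method, the paper reports that CORT lowered total Nr3c1 mRNA in the vHPC of WT females and not of WT males. The paper's text also names hMet females, whereas its figure legend describes lower levels in them at baseline. The RNA-seq values do not show that fall in WT females. Bdnf was higher with CORT in hMet males in the vHPC (0.45, standard error 0.13, adjusted p = 0.0710) in the authors' deposited table. Gapdh had a log2 fold change of 0.12 in WT males in the vHPC (standard error 0.05, adjusted p = 0.622) in the authors' deposited table.

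The vHPC tables have 22 residual degrees of freedom and the dHPC tables 24, the number that 32 libraries in 8 groups leave. Over 616 genes of high expression the standard error of WT males in the vHPC was 1.08 times that of WT females, and the other groups 1.00. A comparison of 3 with 4 libraries would have an error 1.08 times that of 4 with 4. A missing library would take 1 residual degree of freedom, and the other missing in the vHPC is unexplained. Which library, if any, was left out cannot be read from the tables.

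Among all pairs of comparisons within a region, over the genes of both regions, WT females and hMet males had a Spearman correlation of the moderated t of 0.180 in the dHPC, the highest there, and of 0.331 in the vHPC. Pairs of different groups in different regions, which share no libraries, ranged from -0.240 to 0.419, and genes are not independent replicates.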
